# Combining gene expression data from different generations of oligonucleotide arrays

**DOI:** 10.1186/1471-2105-5-159

**Published:** 2004-10-25

**Authors:** Kyu-Baek Hwang, Sek Won Kong, Steve A Greenberg, Peter J Park

## Abstract

**Background:**

One of the important challenges in microarray analysis is to take full advantage of previously accumulated data, both from one's own laboratory and from public repositories. Through a comparative analysis on a variety of datasets, a more comprehensive view of the underlying mechanism or structure can be obtained. However, as we discover in this work, continual changes in genomic sequence annotations and probe design criteria make it difficult to compare gene expression data even from different generations of the same microarray platform.

**Results:**

We first describe the extent of discordance between the results derived from two generations of Affymetrix oligonucleotide arrays, as revealed in cluster analysis and in identification of differentially expressed genes. We then propose a method for increasing comparability. The dataset we use consists of a set of 14 human muscle biopsy samples from patients with inflammatory myopathies that were hybridized on both HG-U95Av2 and HG-U133A human arrays. We find that the use of the probe set matching table for comparative analysis provided by Affymetrix produces better results than matching by UniGene or LocusLink identifiers but still remains inadequate. Rescaling of expression values for each gene across samples and data filtering by expression values enhance comparability but only for few specific analyses. As a generic method for improving comparability, we select a subset of probes with overlapping sequence segments in the two array types and recalculate expression values based only on the selected probes. We show that this filtering of probes significantly improves the comparability while retaining a sufficient number of probe sets for further analysis.

**Conclusions:**

Compatibility between high-density oligonucleotide arrays is significantly affected by probe-level sequence information. With a careful filtering of the probes based on their sequence overlaps, data from different generations of microarrays can be combined more effectively.

## Background

By providing a genome-wide view of gene expression, microarrays have become a common exploratory tool in many areas of biological and clinical studies [1-3]. While there are several different microarray platforms, photolithographically synthesized oligonucleotide arrays from Affymetrix have become one of the principal technologies. These arrays feature multiple 25-mer probes (a "probe set") for each gene, with their measurements summarized into a single number for the estimated expression level of that gene. Because of the important role played by this technology, many methodological studies have focused on improving the extraction of information from these arrays, from image analysis and the proper role of perfect and mismatch probes to distributional properties of the measurements and optimal statistical tests for differential expression [4,5].

Large-scale gene expression data often contain a large amount of noise from various experimental factors. Fortunately, in most cases, the technical variability is relatively small compared to the biological one and its effect can be minimized by using a sufficient number of replicates [6-8]. However, the high cost of microarray experiments often prevents gathering of enough samples for a reliable analysis in a single laboratory. In such cases, employing existing microarray datasets from other studies can be an efficient way of improving the reliability of a study. Moreover, as the number of publicly available datasets grows rapidly on public data depositories (e.g., Gene Expression Omnibus [9]; Stanford Microarray Database [10]; ArrayExpress at EBI [11]), it is clear that these datasets should be combined to generate a more comprehensive understanding of underlying biology.

Several issues have made this process difficult so far. First, different datasets have been processed using different procedures due to a lack of uniform standards, e.g., for background correction, normalization, and calculation of expression values. This makes it difficult to compare them directly. Raw data files are generally unavailable and, even if they are, reprocessing them requires substantial effort. Second, we have lacked datasets with enough controls and replicates, performed under a proper experimental design and with adequate annotations, in order to make proper comparisons. Third, possibly the most troublesome, the experiments have been performed on many different platforms, with significant differences among them. Even within a single platform, technological and algorithmic advances as well as the evolving annotations of the genomes have resulted in succeeding generations of arrays with substantial modification from one generation to the next. Until now, several studies have found varying degrees of disagreement between platforms, sometimes with large discrepancies that call into the question the reliability of certain conclusions reached in microarray studies [12-19]. A comparison of two Affymetrix arrays, HuGeneFL and HG-U95A, was made previously, but only with the conclusion that the reproducibility is high when the two probe sets share many exact probes and that it is low when they do not [20].

In this work, we carry out a thorough examination of the comparability between the two generations of Affymetrix human GeneChip arrays, HG-U95Av2 and HG-U133A, both of which have been used extensively for studying human gene expression patterns. We then propose a method for enhancing their comparability. The analysis we carry out is made possible by a dataset consisting of the same tissue samples hybridized on both platforms. The procedure is illustrated in Figure 1. Using our replicate dataset, we first examine the effectiveness of three schemes for matching the probe sets across different arrays. We then quantify the surprising amount of difference in analysis results between the platforms, as revealed in correlation analysis, hierarchical clustering, and selection of differentially expressed genes. We find that comparability can be improved by rescaling expression values or data filtering but that these techniques are limited to few specific analyses. As a generic method for comparative analysis, we propose selecting a subset of probes that have sequence overlaps with the probes on the other array and recalculating the expression levels based only on this subset. We demonstrate that this probe filtering significantly improves the reproducibility, without eliminating a significant number of genes from the analysis.

## Results

### Comparison of the methods for probe set matching

The most common method of matching genes in cross-platform studies is to match the UniGene IDs among genes [12,15-18]. One potential problem with this method is that as the UniGene database is updated, some tags are retired and new ones are created, and these may not be tracked correctly unless the same version of UniGene was used to annotate each platform. LocusLink does not suffer from this problem as much and therefore may be preferable in some cases. 

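Muscle biopsies from 14 patients with inflammatory myopathies were hybridized to 2 types of oligonucleotide array, HG-U95Av2 and HG-U133A, giving 28 arrays. Of the biopsies, 5 were from dermatomyositis (DM), an inflammatory disease of muscle and skin, and 9 from other myopathies. The sample labels name 5 of those 9 as inclusion body myositis (IBM), 2 as polymyositis (PM) and 2 as an inflammatory myopathy not further specified, while the paper's text also names necrotizing and granulomatous myopathies among the 9. Biopsies, also called replicates, are numbered here from 1 to 14 by rising label number, so these numbers differ from those in the labels. Biopsy 3, a DM, carries label number 9, while label number 3 belongs to biopsy 1. Each array gives 1 value per probe set, an intensity on a linear scale, and the paper's methods compute such values from perfect match and mismatch probes without scaling to a target. Arrays of 1 type differ in brightness, measured as the mean intensity after trimming the highest and lowest 2% of probe sets. On U95Av2 the trimmed mean ran from 102.5 to 276.6 (median 165.2), a 2.70-fold range. On U133A it ran from 254.7 to 591.7 (median 333.2), a 2.32-fold range. The DM biopsies averaged 198.9 ± 70.2 (SD, n = 5) on U95Av2 and 402.4 ± 165.7 on U133A, and the other myopathies 164.1 ± 53.6 (SD, n = 9) and 375.0 ± 95.9. The plot of the trimmed mean by biopsy shows that brightness differs more between array types than between DM and the other myopathies. Correlations were computed on the intensities as deposited. In the section on filtering probes, the paper's methods state that values were not scaled to a target. They do not say whether every correlation in the paper rests on unscaled or scaled intensities. The levels in its Figure 3, read by eye, lie near those of arrays scaled to a trimmed mean of about 500. Scaling each array changes gene-wise values, so most of these are given on both. Differences between DM and other myopathies were computed on log2 values after quantile normalization within an array type.

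**Figure D1:**
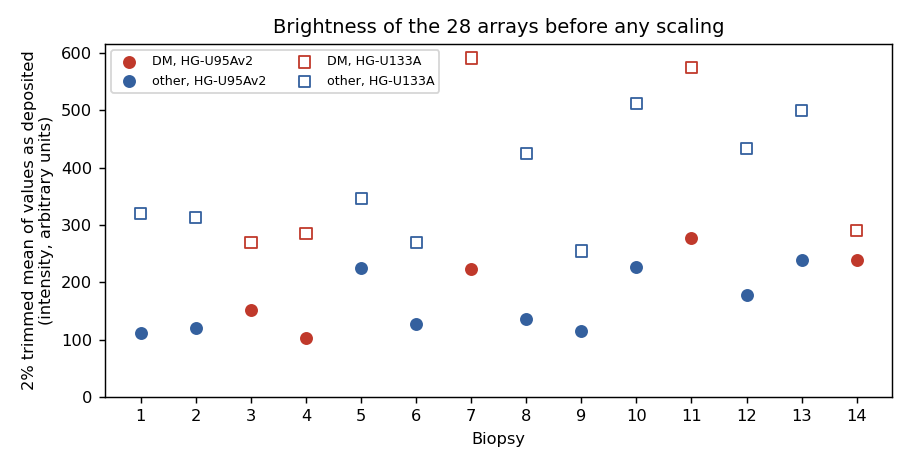
Mean intensity of each array after trimming 2% at each end (vertical axis, intensity) for the 14 biopsies (horizontal axis), with filled circles for U95Av2 and open squares for U133A, DM in red and other myopathies in blue. U95Av2 arrays lie between 102.5 and 276.6 and U133A arrays between 254.7 and 591.7.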

We tested three methods for matching probe sets between U95Av2 and U133A: UniGene IDs, LocusLink IDs, and Best Match provided by Affymetrix [21]. 

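Through Entrez Gene ID, the successor of the LocusLink ID, 8100 genes were matched between the arrays, with 10805 probe sets on U95Av2 and 14501 on U133A. ISG15, an interferon-induced ubiquitin-like protein, is read by 2 probe sets on U95Av2 and 1 on U133A. COL1A2, a chain of collagen I, is read by 4 and 2 probe sets, the tropomyosin gene TPM1 by 3 and 4, and DPT, which encodes the matrix protein dermatopontin, by 3 on each. Values of probe sets for 1 gene were averaged on each array. Of 16 gene lists for muscle, immune and stromal cells, most members were matched. The match covered 37 of 47 type I interferon-induced genes, 12 of 17 genes of MHC class I presentation and 12 of 13 of MHC class II presentation. It covered 32 of 36 T cell and NK cell markers, 21 of 27 macrophage and monocyte markers, 19 of 23 B cell and plasma cell markers and 17 of 20 endothelial markers. Of the muscle genes, 32 of 36 contractile and calcium handling genes, 17 of 20 regeneration and denervation genes and 44 of 53 oxidative phosphorylation genes were matched. The remaining lists had 30 of 32 extracellular matrix genes, 21 of 24 chemokines, 13 of 14 adipocyte markers, 5 of 9 red blood cell genes, 19 of 23 heat shock and chaperone genes and 29 of 45 ribosomal protein genes.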

As shown in Table 1, there are about 9000 unique IDs shared between U95Av2 and U133A in all three cases, with slightly more for the Best Match. The number of probe sets involved is higher for UniGene and LocusLink matching, since there are multiple probe sets corresponding to the same ID in those cases. For Best Match, the sequence mapping is restricted to many-to-one matching.

As a simple way to assess comparability, the Pearson correlation coefficient between each array pair from the same sample was calculated and the 14 correlation coefficients were averaged. The results are summarized in Table 1. UniGene and LocusLink matching give practically identical results. 

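Matching by gene symbol in place of Entrez Gene ID used 10806 and 14502 probe sets, 1 more on each array. The mean correlation over the 14 array pairs was 0.838 ± 0.0173 (SD) with either identifier, across genes that are not independent replicates. Both identifiers matched 8100 genes through nearly the same probe sets, so equal values were given in advance and do not test the choice of identifier. UniGene IDs and the Best Match table were not used here.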

Best Match, on the other hand, shows somewhat higher reproducibility than other matching methods (.870 vs .831–.832). The main reason for the higher reproducibility in Best Match is most likely that more comparable probes are chosen among multiple matches by considering the sequence information. The overall reproducibility, however, is surprisingly low. It has been observed in many replicate studies that expression values from Affymetrix arrays show high reproducibility, typically in the range of >0.98 [20,22,23]. 

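The array pair with the lowest correlation across genes was that of biopsy 13, an IBM (r = 0.807), and the highest was that of biopsy 3, a DM (r = 0.865). Among the 16 gene lists, the contractile and calcium handling genes of the muscle fibre had the highest median intensity on both arrays. The median intensity of the contractile and calcium handling genes was 5085 on U95Av2 and 10032 on U133A, the brightest being ACTA1 (skeletal actin) at 11749 on U95Av2 and TTN (titin) at 17050 on U133A. Ribosomal protein genes had medians of 3704 and 6655, and oxidative phosphorylation genes of 1202 and 3246. T cell and NK cell markers were dim in comparison, with medians of 104 and 210.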

The low correlation coefficient is already an indication that the cross-generation comparison may not be simple. We use the Best Match in the following sections; UniGene or LocusLink matching performs similarly or slightly worse than Best Match.

In a similar study [24], the authors report the average correlation of .81 ± .01 between two different generations of Affymetrix Arabidopsis arrays. But they conclude that this reproducibility is sufficiently high and that the array generations can be compared without further manipulation of the data. However, in our experience, this number is much too low. In the current data set, for instance, the samples in different disease groups give significantly higher correlation coefficients than that. This is clearly demonstrated later in Figure 2(b), where the arrays in the same generation are shown to be more highly correlated than the arrays in the same disease class.

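The biopsies of DM and of the other myopathies share the expression of muscle, and on 1 array type the mean correlation of a biopsy with biopsies of the other disease class was 0.931 ± 0.0185 (SD over 14 biopsies). With all 13 other biopsies on the same array type it was 0.934 ± 0.0139. This exceeded the correlation of the biopsy's own U95Av2 and U133A arrays by 0.0959 ± 0.0179 (SD) and did so in 14 of 14 biopsies (two-sided sign-flip permutation test, p = 1.22e-04, the smallest that 14 pairs can give). From such values the paper reasons that the correlation of array pairs is too low for array generations to be compared without further treatment of the data, since arrays of 1 generation are more alike than arrays of 1 disease class.

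**Figure D2:**
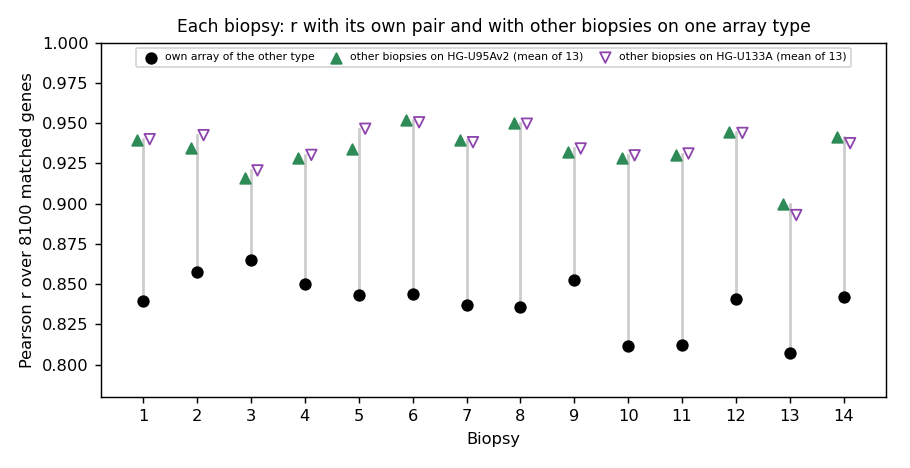
Pearson r across 8100 genes (vertical axis) for each of the 14 biopsies (horizontal axis): between its own U95Av2 and U133A arrays, and its mean with the 13 other biopsies on each array type. The values for its own arrays lie between 0.807 and 0.865, below those with the other biopsies in every case.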

### Exactly matched probes between array generations are highly reproducible

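GAPDH and ACTB, genes of glycolysis and of the cytoskeleton, have control probe sets at both ends of the transcript, and a high ratio of 3' to 5' signal marks degraded RNA. The log2 of this ratio, averaged over both genes, was -0.136 ± 0.111 (SD, 14 biopsies) on U95Av2 and -0.217 ± 0.123 on U133A. It was lower on U133A by -0.0808 ± 0.0716 (two-sided sign-flip permutation test, p = 9.77e-04) and higher on U133A in 1 of 14 biopsies. The genes moved apart. GAPDH differed by -0.239 ± 0.0987 (p = 1.22e-04 from the same permutation test, the smallest it can give; higher on U133A in 0 of 14), and ACTB by 0.0772 ± 0.148 (p = 0.0721; 9 of 14). Across biopsies the ratios on both arrays were correlated (Pearson r = 0.817, permutation p = 3.20e-04; Spearman rho = 0.749, permutation p = 0.00294; 0.679 for r without the 2 biopsies farthest from the median).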

There was a possibility that the lack of high correlation between the two versions was caused by a true inconsistency present in the data, perhaps due to RNA degradation between the times when the hybridizations on the two platforms were performed. To make sure that this was not the case, we investigated the quality of our data by examining the subset of probes which have the exactly same sequences between the array generations.

When we examined about 5% of probes that have the same sequence between U95Av2 and U133A, the mean correlation coefficient of array pairs, calculated by PM intensity, was 0.967 ± 0.007. (A calculation using PM-MM values also gives a very similar result.) This is similar to the conclusion in [20] that the probe sets with exactly the same set of probes have a very high correlation. The high correlation in our dataset confirms that the samples and other experimental factors were nearly identical between the two hybridizations and that any discordant result in comparative analysis is therefore most likely due to the differences in the probe design of the two arrays. When we compare the expression values between Best Match and the exactly matched probes, we can easily see the lack of reproducibility for the Best Match case (See Figure 2 in Additional File 1). It is clear that the probe-level sequence information has a large impact on the relationship between the abundance of transcript and the reported intensity [25] and that the use of probe sequences would be necessary in order to choose a subset of relatively consistent probes between U95Av2 and U133A for enhanced reproducibility.

### Standard probe set matching produces discordant results in analyses

To determine the extent to which the analysis results from the two versions of the arrays agree, we employ the two most frequent tools for exploratory analysis: cluster analysis and identification of differentially expressed genes. For evaluating the compatibility in terms of cluster analysis, we combined the datasets from U95Av2 and U133A by Best Match. Then, the 28 samples were clustered by agglomerative hierarchical clustering method with the Pearson correlation coefficient as the distance measure. Figure 2(a) shows the dendrogram of 28 samples. 

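As deposited, the nearest array by Pearson r across genes was an array of the same type for 28 of 28 arrays and the array of the same biopsy for 0. Average-linkage clustering of the arrays placed 28 of 28 on the side of their own array type when the tree was divided in 2. The division was that of the array types for DM and for other myopathies alike.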

Unexpectedly, instead of each array pair from the same biopsy specimen clustering together, the two array types form the two main clusters. In other words, the most distinguishing feature of the data is the array version, rather than the actual characteristics of the samples. 

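In every list most genes were read at a lower level on U95Av2, whose arrays are also dimmer as a whole. Over all 8100 genes the median ratio to U133A was 0.377, and 0.826 once the arrays were scaled to 1 trimmed mean. The list ratios below are on intensities as deposited, so they do not show whether a list is lower once the arrays are scaled. Single genes can turn with scaling. The ratio of COX7C went from 0.579 to 1.28 and that of ISG15 from 0.484 to 1.25, while IFIT1 stayed lower on U95Av2 (0.318 and 0.778). Of the 19 heat shock and chaperone genes, such as HSPB1 and CRYAB, 19 were lower on U95Av2, with a median ratio to U133A of 0.322. Interferon-induced genes were lower on U95Av2 for 34 of 37 members (median ratio 0.299), and extracellular matrix genes for 28 of 30 (0.361). The contractile and calcium handling genes had a median ratio of 0.604 (29 of 32 lower), oxidative phosphorylation genes 0.489 (39 of 44) and ribosomal protein genes 0.496 (27 of 29). Among immune lists the ratio was 0.454 for MHC class I (10 of 12), 0.534 for MHC class II (10 of 12), 0.342 for macrophage markers (19 of 21), 0.355 for B cell markers (15 of 19) and 0.325 for chemokines (19 of 21), and 26 of 32 T cell and NK cell markers were lower. Endothelial markers stood at 0.383 (14 of 17), regeneration and denervation genes at 0.612 (12 of 17), adipocyte markers at 0.365 (11 of 13) and red blood cell genes at 0.773 (4 of 5). Some of the brightest members went the other way. IFITM3, an interferon-induced membrane protein, read 5245 on U95Av2 and 4499 on U133A, and IGLC1, an immunoglobulin light chain, 1876 and 1408.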

To examine the reason for this incongruent result, correlation coefficients of all the possible sample pairings of the combined dataset were calculated. Figure 2(b) shows the correlation coefficients as a color map. The two red parts of the map (upper left and lower right) represent the high correlation coefficients among samples from the same array version. 

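Between different biopsies, DM and other myopathies together, r averaged 0.934 (SD 0.0283, from 0.840 to 0.980) over 91 pairs of U95Av2 arrays and 0.935 (SD 0.0279, from 0.840 to 0.979) over 91 pairs of U133A arrays. Over 182 pairs of different biopsies on different array types it averaged 0.791 (SD 0.0281, from 0.708 to 0.841). The r of a biopsy's own array pair exceeded this last mean in 14 of 14 biopsies.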

Compared to these, the correlation coefficients across U95Av2 and U133A are relatively low (lower left and upper right parts of the map).

Next, we identified differentially expressed genes between the DMs and other myopathies from each dataset (5 vs 9 samples), using the two-sample *t*-test with unequal variances (the Wilcoxon test gives very similar results). 

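No matched gene differed between the 5 DM biopsies and the 9 other myopathies at an adjusted p under 0.05 by limma on either array, out of 8100 tested. At an unadjusted p under 0.05 there were 776 genes on U95Av2 and 795 on U133A, of which 296 were on both in the same direction and 0 in opposite directions. Some other settings of limma called genes. DM against IBM alone called 11 genes on U95Av2 and 2 on U133A, and brightness as a covariate, chosen after the data were seen, called 282 and 0. The methods' t-test with unequal variances also gave 0 genes after adjustment on the same log2 values (729 and 756 unadjusted). ITGAX, the integrin CD11c of macrophages and dendritic cells, had the smallest p of the macrophage list on U95Av2, with a log2 fold change of -0.62 (standard error 0.133, adjusted p = 0.217 from limma). On U133A its log2 fold change was -0.56 (standard error 0.198, adjusted p = 0.407). Among 3840 genes with probe sets on U133A alone, limma called 0 (314 at an unadjusted p under 0.05). A direct test of whether the DM difference depends on the array type, within biopsies, called 0 genes by limma (440 unadjusted). Its smallest p belonged to ACADM, a dehydrogenase of fatty acid oxidation (adjusted p = 0.201), with log2 fold changes of 0.33 on U95Av2 and -0.12 on U133A. The next were TNFAIP2, OGFR, VPS39, JAK1, PFN1, ZBTB22, S100A4, ZAP70 and SH2D2A, each with an adjusted p of 0.703. In simulated data of the same size, limma called 44.8% of added log2 changes of 0.5, 82.1% of changes of 1 and 98.5% of changes of 2 on U95Av2, and 38.8%, 73.1% and 98.5% on U133A. These shares do not carry over to genes that vary widely between biopsies. On U95Av2 HLA-DPB1 at -1.91 (standard error 0.550) and CCL18 at -2.32 (standard error 0.746) were not called.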

If the two generations of arrays were comparable, the lists of differentially expressed genes should contain many overlapping genes. To increase the possibility of overlaps, we filtered out non-expressed genes by deleting those in which more than 75% of the samples received Absent calls in both U95Av2 and U133A arrays. When we examine the list of genes identified in common in the two cases, however, its length is disappointingly small. When we look at the list of length 100 or smaller, the percentage of overlap does not exceed 25%. 

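Ranked by limma's p, the lists of DM against other myopathies shared 4 of 15, 5 of 25, 10 of 50 and 25 of 100 genes (26.7%, 20%, 20% and 25%). Of the 25 shared genes, 20 had a lower mean in DM and 5 a higher, none past the test on either array. MYL5, a myosin light chain, ranked 1 on both arrays, with a log2 fold change of -1.58 (standard error 0.278, adjusted p = 0.179) on U95Av2 and -1.45 (standard error 0.274, adjusted p = 0.258) on U133A. LYZ, the lysozyme of macrophages and monocytes, had log2 fold changes of -1.90 (standard error 0.418) and -2.08 (standard error 0.484), neither past the test. With MAL and IL32, the others of lower mean were BASP1, C14orf132, CAPN6, CD37, CKB, EVI2B, GM2A, GPSM3, ICAM3, LITAF, LSP1, MYO1F, PLXNC1, PVALB, SELPLG and SERPINA1. Those of higher mean were TSC22D1, EYA4, ELP4, ABCA5 and UBFD1. Except for LYZ, the shared genes are named because they are shared, after their values were seen.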

The plot of the percentage of genes common in both lists as a function of the list size is virtually identical to the dashed line in Figure 7b (A detailed plot is shown in Figure 4 of Supplementary Material). This low overlap indicates that the two array types give highly inconsistent results and brings into question the reliability of the highly ranked genes in either platform. 

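The DM difference of CCL18, a chemokine of macrophages, was -2.32 (standard error 0.746) on U95Av2 and -2.58 (standard error 0.813) on U133A, on the log2 scale. For MX1, an interferon-induced antiviral protein, the values were 1.47 (standard error 0.566) and 1.32 (standard error 0.624), and for MYH8, the perinatal myosin of regenerating fibres, -1.99 (standard error 0.772) and -1.88 (standard error 0.647). None of these passed the test on either array. IRF7, a regulator of interferon genes, stood at 0.36 (standard error 0.302) and 1.03 (standard error 0.313), and a dependence of its difference on the array type was not called (adjusted p = 0.703 by limma). Across the 8100 genes, which are not independent, the log2 fold changes of both arrays had a Pearson r of 0.741 and a Spearman rho of 0.613, and 5757 (71.1%) had the same sign. In the 2025 genes of the upper 25% by expression, r was 0.887, rho 0.803 and the share of the same sign 81.2% (1645 genes). Both arrays measure the same biopsies, so any division of them gives correlated fold changes. Over 99 other divisions into 5 and 9, r averaged 0.553 (from 0.336 to 0.771), rho 0.453 and the share of the same sign 65.1%, and in the upper 25% by expression 0.773 (from 0.546 to 0.893), 0.679 and 74.6%. From the small overlap of the ranked lists, the paper concludes that both array types give inconsistent results and questions the reliability of the top genes of either platform.

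**Figure D3:**
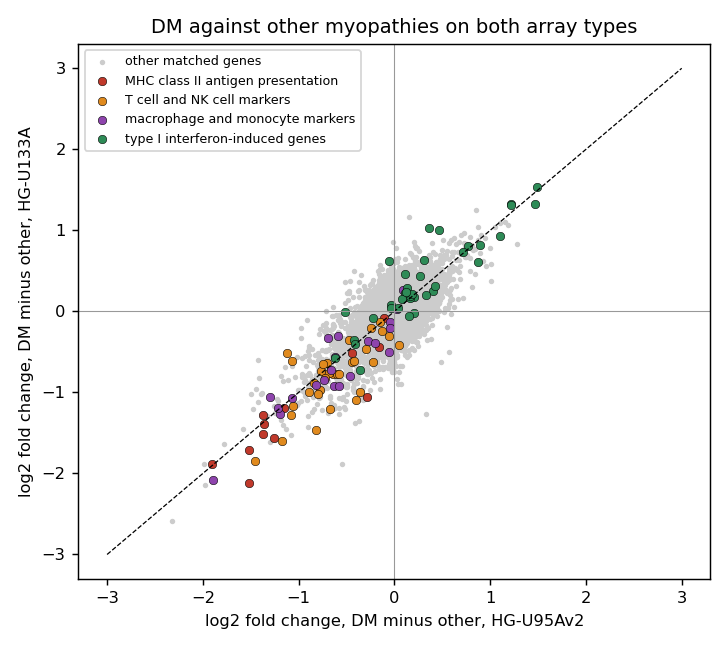
Log2 fold change of DM against other myopathies on U95Av2 (horizontal axis) and on U133A (vertical axis) for 8100 genes in grey, with 4 gene lists in colour: MHC class II, T cell and NK cell, macrophage, and interferon-induced genes. The dashed line marks equal values, and most members of the lists lie near it.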

We do note, however, that this result must be interpreted in terms of the sample size and other characteristics of the specific dataset. A low percentage is often partially due to the presence of a large number of genes that are differentially expressed to a similar extent in a particular dataset, in which case a ranking of the genes would be expected to be somewhat unstable.

### Gene scaling and data filtering can enhance comparability in specific situations

To understand the reason for the discordance observed in Figure 2(a), we have examined a large number of probes. 

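Genes whose values over the 14 biopsies correlate between arrays can still be read at unlike levels. RGS5, a marker of pericytes, had a mean intensity of 133 on U95Av2 and 1937 on U133A, a ratio of 0.0685, with a gene-wise r of 0.913. The interferon-induced TRIM22 read 131 and 1653 (r = 0.940), PDK4, a kinase that restrains glucose oxidation, 182 and 1910 (r = 0.924), COL1A2 357 and 3295 (r = 0.945) and ART3, a muscle ADP-ribosyltransferase, 346 and 2118 (r = 0.908). In the other direction LTBP4, a binding protein of TGF-beta, read 719.5 and 182.5 (r = 0.974), the chaperone clusterin, CLU, 1745 and 469.8 (r = 0.962), TSPO 1857 and 836 (r = 0.921), FADS3 751 and 349 (r = 0.903) and YWHAH 1788 and 841 (r = 0.901). On scaled arrays the ratio was 0.144 for RGS5, 0.175 for TRIM22, 0.203 for PDK4, 0.229 for COL1A2 and 0.374 for ART3. It was 8.33 for LTBP4, 7.64 for CLU, 4.71 for TSPO, 4.61 for FADS3 and 4.69 for YWHAH. Of 465 genes with an r of at least 0.9 on the intensities as deposited, 142 (30.5%) still differed more than 2-fold in level once the arrays were scaled to 1 trimmed mean. The same held for 3685 of all 8100 genes (45.5%).

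**Figure D4:**
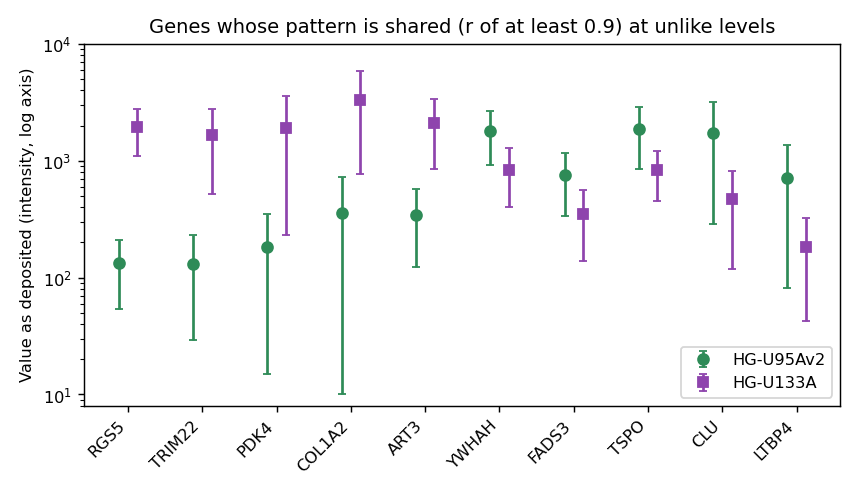
Mean intensity over 14 biopsies with SD (logarithmic axis) of 10 genes on U95Av2 and U133A, 5 with the lowest and 5 with the highest ratio among bright genes of r at least 0.9. Lower bars end at the edge of the axis where the SD exceeds the mean.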

The underlying problem, we have discovered, is due to a large number of probe sets that exhibit similar relative expression patterns but at different absolute levels. As an illustration, we plot the expression pattern of one such probe set pair, 35828_at of U95Av2 and 208978_at of U133A, in Figure 3(a). 

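These probe sets read CRIP2, a LIM domain protein of heart and vessels. Its intensity was 1253 ± 676 (SD, 14 biopsies) on U95Av2 and 660 ± 345 on U133A, higher on U95Av2 in 13 of 14 biopsies, with a mean ratio of 1.99 ± 0.777. The Pearson r over biopsies was 0.830 (permutation p = 3.40e-04) and the Spearman rho 0.789 (permutation p = 0.00120). Without the 2 biopsies farthest from the median on U95Av2, r was 0.708. Adjusted over a family of 4 relations, the Pearson p was 6.80e-04 and the Spearman p 0.00240. With each array scaled to a trimmed mean of 500, the intensities were 3382 ± 1041 and 816 ± 245, the ratio was 4.20 ± 0.711 (from 2.96 to 5.20) and r was 0.851. Between DM and other myopathies CRIP2 was not called, with log2 fold changes of -0.16 and -0.28.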

Clearly, although the expression patterns of these genes are similar in terms of a correlation coefficient, their scales are very different. This behavior is not simple to explain, but we believe it may be related to a large amount of cross-hybridization by a subset of badly designed probes in a probe set, especially for U95Av2. That would have the effect of amplifying the overall expression values.

A simple solution to this problem is to scale expression values for each gene across samples, for instance, making the mean to be 0 and the standard deviation to be 1. The effect of this gene scaling on the gene pair from Figure 3(a) is illustrated in Figure 3(b). The similarity in the expression pattern is more clearly visible and the measurements for this gene are now more comparable. While the Pearson correlations for the genes are not impacted by this linear scaling for genes, the correlations do change for the arrays. Figures 2(c) and 2(d) show the effect of gene scaling on the clustering result and the correlation coefficient of sample pairs, respectively. In Figure 2(c), the arrays from each platform corresponding to the same sample are now clustered together in every case. 

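After each gene was scaled to mean 0 and SD 1 within an array type, the U95Av2 and U133A arrays of 13 of 14 biopsies were joined to each other before any other, by average linkage on the intensities as deposited. Complete linkage joined 14 of 14. The nearest array was that of the same biopsy for 27 of 28 arrays, DM and other myopathies together.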

In Figure 2(d), the high correlation among the arrays of same type (shown by red colors in Figure 2(b)) is diminished and the correlation between specimen samples across array types is highlighted (shown by dark red diagonal lines in upper right and lower left areas). 

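On gene-scaled values the r of a biopsy's own arrays was 0.375 ± 0.0990 (SD over 14 biopsies, lowest 0.185), DM and other myopathies together. The mean r with other biopsies was -0.0715 ± 0.0235 on the same array type and -0.0266 on the other. Centring each gene within an array type fixes the means for the same array type slightly below 0, so they are not tested against the r of own arrays. From the diagonal of matched biopsies, the paper proposes that gene scaling works well for comparing datasets by clustering.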

For comparing datasets in a cluster analysis, gene scaling appears to work very well.

While gene scaling was effective in cluster analysis, it is limited to evening the influence of different genes in a global analysis by focusing on their patterns. It does not enhance the comparability, for instance, in terms of identifying differentially expressed genes in most algorithms. For that case, some simple filtering schemes could enhance reproducibility instead. One way is to consider only the genes that exhibit strong correlations between the two versions. To see the impact of this on the selection of differentially expressed genes, we calculated the overlap for the 1,000 genes whose profiles on the two array versions were highly correlated. 

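The 1000 genes of highest gene-wise r on the intensities as deposited had a lowest r of 0.849 and a mean of 0.902. On these intensities even genes paired at random between arrays had a mean r of 0.328. Of the 1000 genes, 571 were also among the 1000 best on arrays scaled to 1 trimmed mean. Among the 1000 genes the ranked lists of DM against other myopathies shared 7 of 15, 12 of 25, 21 of 50 and 49 of 100 genes. In 100 random subsets of 1000 genes the lists of 100 shared 37.96 ± 4.12 genes (from 30 to 47). By the methods' t-test the lists of 100 shared 49 genes on log2 values and 51 on intensities as deposited within the 1000 genes, and 33.9 ± 3.05 and 28.59 ± 3.37 in random subsets of 1000. Within the 1000 genes limma, adjusted over all 8100 genes, called 0 on either array, the interferon-induced ISG15 among those not called, with a log2 fold change of 1.49 (standard error 0.743, adjusted p = 0.546) on U95Av2 and 1.54 (standard error 0.860, adjusted p = 0.561) on U133A.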

The result is plotted in Figure 4(a) (solid line). To make sure that the increase in the overlap percentage is not due to the smaller number of genes, we also calculated the overlap for bootstrap samples of same size and averaged the result in Figure 4(a) (dashed line). As expected, data filtering by correlation coefficients greatly improved the comparability, more than doubling the percentage of genes in common. With more datasets such as the one we examine here, it is in theory possible to catalog a comprehensive list of genes that are reproducible across arrays, and use only these genes in subsequent comparative studies. Instead of choosing highly-correlated gene pairs, we can also filter data by expression values. Figure 4(b) shows the distribution of correlation coefficients for genes between the versions stratified by their average expression values. We first note that the distribution for all genes is very wide, with the Pearson correlation coefficient of .426 ± 390, reflecting the poor concordance for the probe set values on the two platforms. 

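Among bright genes the highest gene-wise r over the 14 biopsies belonged to ISG15 (r = 0.999), with an intensity of 986 ± 1771 (SD) on U95Av2 and 2040 ± 3885 on U133A. IFIT3 (0.998) and IFIT1 (0.986), also interferon-induced, DPT (0.991) and ACTN3, the actinin of fast fibres (0.984), followed. The lowest were PPP1CB, a phosphatase subunit (-0.280), the ATP synthase gene ATP5PB (-0.184, 45.7 on U95Av2 and 5714 on U133A), TPM1 (-0.165, 338 and 5360), the cytochrome oxidase gene COX7C (-0.150, 2690 and 4646) and SYN1, a synaptic gene (-0.135, 1476 and 105). With the arrays scaled to 1 trimmed mean, r was 0.243 for PPP1CB, 0.422 for ATP5PB, -0.354 for TPM1, 0.865 for COX7C and -0.429 for SYN1. Over all 8100 genes the mean was 0.533 ± 0.307 (SD over genes), with 607 genes (7.49%) negative and 465 (5.74%) at 0.9 or above. With the arrays scaled to 1 trimmed mean it was 0.439 ± 0.394, with 1324 (16.3%) negative and 933 at 0.9 or above. Gene lists differed, as the plot of members' r by list shows. On scaled arrays the median member had an r of 0.954 for extracellular matrix genes, 0.949 for interferon-induced genes, 0.945 for macrophage markers, 0.937 for MHC class II and 0.918 for T cell and NK cell markers. It was 0.913 for MHC class I, 0.907 for regeneration and denervation genes, 0.896 for contractile genes, 0.868 for oxidative phosphorylation, 0.856 for adipocyte markers, 0.841 for chemokines, 0.791 for ribosomal proteins, 0.781 for endothelial and 0.723 for B cell markers. On the intensities as deposited the contractile genes stood at 0.392, the ribosomal protein genes at 0.410 and the oxidative phosphorylation genes at 0.463.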

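In the upper 25% by expression (2025 genes), which holds 32 of 32 contractile, 44 of 44 oxidative phosphorylation and 28 of 29 ribosomal protein genes but 0 of 32 T cell and NK cell markers, the mean gene-wise r was 0.664, with 11 genes negative. In the upper 75% and 50% it was 0.623 and 0.666, with 138 and 31 genes negative. With the arrays scaled to 1 trimmed mean the values were 0.542, 0.629 and 0.700 for the upper 75%, 50% and 25%, and 45 of the 2025 genes were negative, TPM1 and SYN1 among them. On quantile-normalized log2 values r was 0.832 for TPM1 and -0.439 for SYN1.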

With the stratification, it is clear that highly expressed genes tend to give more reproducible expression patterns across the two versions, although there still is a fraction of genes with low or even negative correlation. The disadvantage of this type of filtering is that, as in the filtering by correlation, it inevitably reduces the number of probe sets for the analysis significantly.

### Probe filtering by overlapping length highly improves reproducibility with enough probe sets for comparison

We now describe a more general method for improving comparability by filtering at the probe level, instead of at the probe set level. We have already observed that the probes with exactly the same sequences on the two generations give highly reproducible values (Additional File 1, Figure 2) but that the probe sets do not. This implies that specific probe sequences within the same target region can produce strikingly different results, and suggests that comparability would improve if we select only those probes that have sequence similarities on the two arrays. To carry this out, we mapped the location of all probes using BLAT, as described in Methods. When we select a subset of probes, we mask the rest in the raw data (cel files) and then recompute the expression values using the same algorithm used in MAS 5.0.

An optimal selection scheme requires a balance. On the one hand, we would like to require as large a sequence overlap as possible between the probes to ensure high reproducibility. On the other hand, a stringent restriction means that the number of usable probe sets in an array is reduced and also that each probe set value will be less robust because it is derived from fewer probes. Figure 5 shows the correlation coefficient of array pairs from the same sample according to two criteria: the minimum overlapping length (1 bp ~ 25 bp) and the minimum fraction of used probes per probe set (10% ~ 100%). The latter refers to the fraction for each probe set, e.g., 30% minimum means that at least 4 out of 11 probes for U133A and 5 out of 16 for U95Av2 must satisfy the sequence overlap requirement. If there are too few probes left in a probe set, we discard the probe set as unreliable.

In Figure 5, we plot the average of the correlations for the pairs of U95Av2 and U133 chips on which the same sample is hybridized. We see that the average correlation improves substantially with the greater amount of sequence overlap at all ranges. It also improves with the minimum percentage of probes used but only slightly. Figure 6 shows the number of usable probe set pairs according to the same two criteria. It appears, for example, that we can obtain highly comparable results (correlation coefficient > 0.9) with a large number of probe sets (more than 80%) for comparative analysis. For a given value of minimum overlap length, we can also calculate the average number of probes per probe set (See Figure 5 in Supplementary Material) in addition to the number of retained probe sets. With 20 bp minimum overlap, more than 90% of probe sets can be used, with the expression levels calculated from an average of 30% of the original probes per probe set.

To emphasize the improvement, we again show in Figure 7(a) the increase in the mean correlation coefficient of array pairs, without any criterion on the fraction of used probes per probe set. As a baseline, the mean correlation coefficient of array pairs using Best Match is also represented (dashed line). Enhancement in the mean correlation coefficient of array pairs is roughly proportional to the minimum overlapping length. It appears that the mean correlation coefficient can be worse than in the case of Best Match when the minimum overlapping length is less than 10 bp. It is possibly because such a small overlap constitutes enough dissimilarity as to confer no functional relationship between the probes and instead other good probes that do not have overlaps are thrown away. Based on Figures 5 and 7(a), we suggest that the minimum overlapping length of more than 18 bp is necessary for obtaining significantly improved results in terms of correlation coefficient of array pairs (>0.9).

Next, we show the improvement of comparability in terms of selecting differentially expressed genes. Figure 7(b) shows the percentage of commonly identified differentially expressed genes between U95Av2 data and U133A data when the probes are filtered with minimum overlapping length of 18 bp. The number of usable probe set pairs in this case is more than 9,500. For comparison, the result for the Best Match (10,507 probe set pairs) case is also drawn (dashed line). From Figure 7(b), it is clear that the improvement in comparability is significant, especially when the number of selected genes is small. For example, without the probe filtering, the lists of top 15 genes in the two data sets have no genes in common; with filtering, 30 ~ 50% of the genes are shared. These results demonstrate that the filtered and recomputed data sets are more comparable with only a small reduction in the number of usable probe sets.

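Without any filter on probes, 4 genes were on both lists of 15 for DM against other myopathies when ranked by limma: MYL5, LYZ, MAL and IL32. Each had a lower mean in DM, and none passed the test on either array (adjusted p from 0.179 to 0.231 on U95Av2 and from 0.258 to 0.407 on U133A). IL32, a cytokine of T cells and NK cells, had log2 fold changes of -1.24 on U95Av2 and -1.26 on U133A, and MAL, a membrane protein of T cells and myelin, of -0.62 and -0.61. MAL and IL32 were named after their values were seen. By the methods' t-test the lists of 15 shared 0 genes on the intensities as deposited, 3 on the log2 values and 4 on scaled arrays. The filter on overlapping probes needs probe intensities and was not analysed here.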

### Deviation from the original expression profile after probe filtering can be controlled by criterion on the overlapping length

A reduction in the number of usable probes inevitably results in the deviation of the recomputed expression values from the original values calculated using all probes. Figure 8(a) shows the mean Spearman correlation coefficients between the expression values using all probes and those using only the selected probes by our criteria. We use the Spearman correlation here to capture the changes in the ranks of genes. As expected, the correlation decreases, as more stringent criteria are applied and a smaller subset of probes is chosen. Interestingly, the deviation in U95Av2 arrays is much larger than in U133A arrays, although the average fraction of used probes per probe set in each case is similar (see Figure 5 of Supplementary Material). For example, the mean correlation coefficient is greater than 0.9 in U133A when the criterion on the minimum overlapping length is less than 20 bp. For the same criterion, the mean correlation coefficient is about 0.85 in U95Av2. This appears to indicate that, in the process of making the two versions more similar, the larger changes occur to the expression levels in U95Av2 arrays. This result is consistent with the fact that probe design for U133A was performed in a more principled way than for U95Av2 and that U133A values are closer to the true values [25]. In addition to recalculating the expression values, the Affymetrix Present or Absent calls can also be calculated. Figure 8(b) shows the percentage of Present calls for each reduced group of probe sets. The probe filtering appears to reduce the percentage of Present calls, possibly because having fewer probes per probe set increases the likelihood of Absent calls. The usefulness of these calls can be debated; we simply present it here for those who find the calls helpful. In any case, we note that the percentage sharply drops down as the minimum overlapping length increases past 18 bp. Both Figures 8(a) and 8(b) indicate that 18–20 bp may be a reasonable cut-off values for the overlap length. We note that in filtering the probes, our goal is to simply make the expression profiles from U95Av2 and U133A more comparable. In the process, it is possible that this procedure sometimes results in less accurate expression values in absolute terms. By requiring that the probes in U133A have a sequence overlap with the less reliable set in U95Av2, we may be discarding some useful probes and, as a result, may be producing less accurate expression values. This is a trade-off that we make in order to utilize other data sets for a comparative study, but we should be aware of this fact in subsequent analysis.

## Conclusions

Comparative analysis of different microarray types has a potential to generate more comprehensive and reliable results by fully exploiting available data. Understanding and resolving both the inter-platform and inter-generation data remain an important and challenging practical issue. So far, attempts at such comparisons have been few, and many were limited to simple observations of low correlations in expression values. In this work, we provided a more quantitative and comprehensive description of the issues and inconsistencies through the analysis of a unique dataset consisting of HG-U95Av2 and HG-U133A hybridizations for each of the sample biopsies, and then we described a general method for resolving some of the problems.

We first observed in cluster analysis that with a standard matching of genes, the dominant feature of the dataset is not the sample characteristics but the array type. But we found that for clustering, this problem can be mitigated by rescaling each gene. We note, however, that this method is effective under certain assumptions, e.g., that there are enough samples for each array type and that each dataset does not contain unrelated experiments. If two groups of patients under study are measured on two different arrays, for example, a gene scaling will simply make the samples more homogeneous and reduce the differences between the groups. We also examined the inconsistencies in the list of differentially expressed genes obtained in the two cases. The overlap was very low, indicating that such a list may be platform-dependent and must be interpreted with caution. Some data filtering steps, either by selecting a subset of genes that are empirically shown to be well-correlated between platforms or by focusing only on highly-expressed genes, can be helpful at times, but they do not resolve the underlying problem.

Our approach based on the probe-level sequence information resulted in a significant improvement in the reproducibility in terms of correlation coefficients and selection of differentially expressed genes. As the probes aligned to multiple regions in the genome are eliminated and the probes that share larger segments are selected, the expression values become more consistent. This result is promising because it does not use data-dependent information such as the empirical correlation for each gene between different versions of arrays, which can only be obtained through special datasets such as ours. We examined the effect of the minimal sequence overlap length and the minimum number of probes per gene on the reproducibility, and found that, when the parameters are chosen properly, higher correlation can be attained while retaining a large number of probes for further analysis. We also examined the deviation from the original data when new expression values are calculated after probe filtering. In general, we recommend the minimum overlapping length of 18 ~ 20 bp and that at least 10 ~ 20% of probes in a probe set be present in the filtering step for a comparative analysis between U95Av2 and U133A.

Combining data across multiple platforms remains a formidable challenge. As a first step, we have studied the issues associated with combining data from multiple generations of a single platform and proposed one method. From our analysis, it is clear that technological issues can have significant effect and that one should be aware of the potential pitfalls in studies involving more than a single array type. In principle, the approach of selecting probes with sequence overlaps can be applied to other array types as well as to different versions of oligonucleotide arrays. For example, to study expression profiles of conserved regions across species using a different array for each species, more accurate results may be obtained by using only a subset of probes with sequence similarity. In each case, appropriate criteria for the length of overlap and the number of probes needed for a robust estimate of a probe set value need to be investigated for different contexts, but the results we provide in this work can serve as a guide.

## Methods

### Microarray data

Muscle tissue samples of 14 patients with inflammatory myopathies were collected. Among the 14 patients, 5 had dermatomyositis (DM) and 9 had other inflammatory myopathies including necrotizing myopathy, inclusion body myositis, granulomatous myositis, and polymyositis. Because the molecular profile of DM is sufficiently different from those of the rest, we can think of the DMs as one group and the rest as the other group in a two-group comparison [26]. 

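All 12 measured genes of MHC class II presentation, which shows antigen to helper T cells, had a lower mean in DM than in the other myopathies on both arrays. HLA-DPB1 had a log2 fold change of -1.91 (standard error 0.550) on U95Av2 and -1.88 (standard error 0.596) on U133A, HLA-DRA -1.52 (standard error 0.465) and -1.72 (standard error 0.603), and HLA-DMA -1.37 and -1.52. Of the 12 genes, 0 were higher and 0 lower by limma over all genes, while 9 were lower on each array when adjusted over the list alone, and the median was -1.31 and -1.34. The list was called lower by camera with a preset correlation (adjusted p = 2.46e-10 and 5.17e-09), but not with an estimated correlation (adjusted p = 0.255 and 0.338). Its mean score was lower in DM by -1.04 (two-sided exact permutation p = 0.0220) and -1.23 (exact permutation p = 0.0250), with 5 of 5 DM biopsies below the mean of the others. Over 32 tests of list scores the smallest adjusted exact p was 0.291. T cell and NK cell markers had medians of -0.68 and -0.77, 0 of 32 higher and 0 lower (0 and 1 lower when adjusted over the list alone). CD52 stood at -1.46 and -1.84, and ZAP70, a kinase of T cell receptor signalling, at -0.40 and -1.10. Camera with the preset correlation called this list lower (adjusted p = 1.20e-13 and 1.72e-15; adjusted p = 0.278 and 0.338 with an estimated correlation). The score differed by -0.636 (exact permutation p = 0.0509) and -0.798 (exact permutation p = 0.0490), again with 5 of 5 DM biopsies below. Macrophage and monocyte markers such as ITGB2 (-1.19 and -1.27) had medians of -0.62 and -0.72, with 0 of 21 higher and 0 lower, and 10 and 6 lower when adjusted over the list alone. Camera gave an adjusted p = 2.46e-10 and 9.73e-09 with the preset and 0.255 and 0.338 with an estimated correlation, and the score differed by -0.619 (exact permutation p = 0.0629) and -0.678 (exact permutation p = 0.0749), with 4 of 5 DM biopsies below. The log2 ratio of 3' to 5' control signal was -0.201 ± 0.115 in DM against -0.100 ± 0.0965 on U95Av2 (exact permutation p = 0.0989) and -0.275 ± 0.135 against -0.185 ± 0.111 on U133A (exact permutation p = 0.208). For ACTB alone it was -0.379 against -0.115 on U95Av2 (exact permutation p = 0.0430) and -0.251 against -0.0659 on U133A (exact permutation p = 0.222). For GAPDH alone it was -0.0236 against -0.0851 (exact permutation p = 0.137) and -0.299 against -0.303 (exact permutation p = 0.929).

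**Figure D5:**
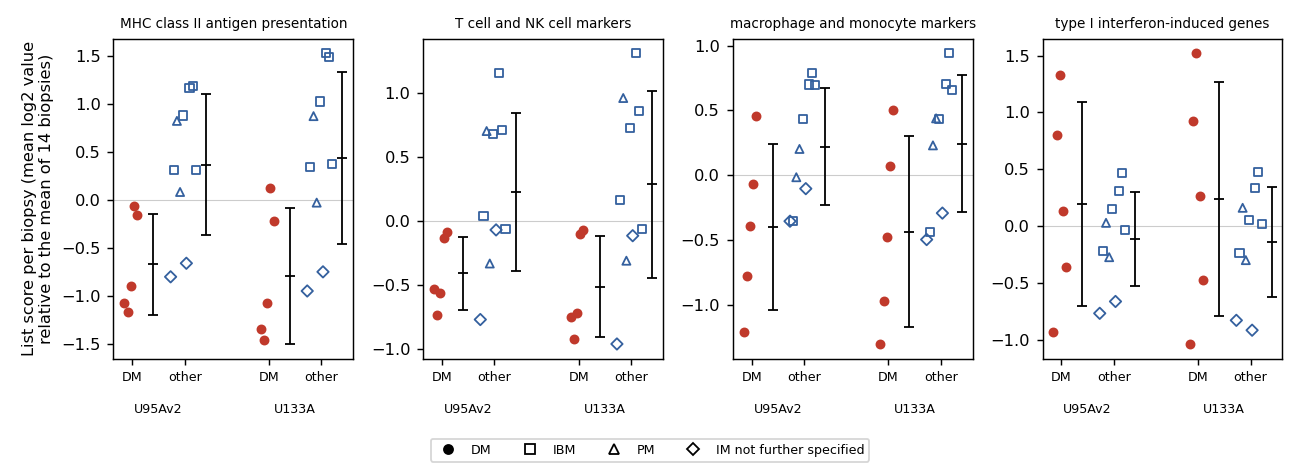
Mean centred log2 score per biopsy (vertical axis) of 4 gene lists on U95Av2 and U133A, DM as filled red points and other myopathies as open symbols by diagnosis, with black bars for mean and SD. The MHC class II score of all 5 DM biopsies lies below the mean of the others on both arrays.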

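Interferon-induced genes varied widely within DM. IFI44L had log2 fold changes of 1.22 on U95Av2 and 1.33 on U133A and OAS2 of 0.72 and 0.74, and each was above the mean of the other myopathies in at least 3 of 5 DM biopsies. Of 37 members, 0 were higher and 0 lower by limma over all genes, and 0 when adjusted over the list alone (medians 0.19 and 0.24). With covariates, chosen after the data were seen, the medians were 0.41 and 0.45 for the 3' to 5' ratio and 0.08 and 0.19 for brightness. Camera called the list higher with the preset correlation (adjusted p = 0.0302 on U95Av2 and 0.00551 on U133A; adjusted p = 0.936 and 0.880 with an estimated correlation). The score differed by 0.305 (exact permutation p = 0.395) and 0.377 (exact permutation p = 0.363), with an SD of 0.897 and 1.03 within DM and 0.414 and 0.482 within the others. Other lists had 0 members higher and 0 lower over all genes. For heat shock genes, 1 of 19 was higher on U95Av2 when adjusted over the list alone, HSP90AA1 at 0.53 (0.25 on U133A), and HSPB1 stood at 0.31 and 0.35. Camera with the preset correlation called B cell markers lower (adjusted p = 1.07e-04 and 2.72e-06), among them CD27 at -1.19 and -1.21 and the immunoglobulin joining chain JCHAIN at -1.98 and -2.14. It also called MHC class I lower (0.00106 and 0.00786; HLA-E -0.89 and -0.76) and extracellular matrix genes lower (1.07e-04 and 1.72e-06; LUM -1.16 and -1.40). On U133A alone it called chemokines lower (0.0170; 0.170 on U95Av2) and heat shock genes higher (0.0364; 0.0767 on U95Av2). With an estimated correlation the adjusted p of these 5 lists was between 0.255 and 0.936, and fry called 0 lists on either array (lowest adjusted p = 0.212 and 0.239).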

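No list of muscle fibre genes was called between DM and the other myopathies by camera on either array. Contractile and calcium handling genes had median log2 fold changes of 0.04 and 0.05 on U95Av2 and U133A (adjusted p = 0.760 and 0.725), with RYR1, the calcium release channel, at 0.43 and 0.41. Oxidative phosphorylation genes had medians of 0.09 and 0.11 (adjusted p = 0.262 and 0.216), with COX6A1 at -0.47 and -0.43. Regeneration and denervation genes had medians of -0.13 and 0.02 and means of -0.22 and -0.20 (adjusted p = 0.480 and 0.606), with MYF6, a factor of mature fibres, at 0.60 and 0.69, and NCAM1, a marker of denervated fibres, at -0.18 and -0.61. Endothelial markers had medians of 0.02 and 0.05 and means of -0.02 and -0.03 (adjusted p = 0.886 and 0.838), with KDR, the receptor of VEGF, at 0.51 and 0.69. Adipocyte markers had medians of -0.04 and 0.07 and a mean of -0.02 on each array (adjusted p = 0.760 and 0.838). Red blood cell genes had medians of 0.12 and 0.10 (adjusted p = 0.815 on U133A), and ribosomal protein genes medians of 0.04 and -0.01 (adjusted p = 0.685 and 0.674), with RPL11 at -0.34 and -0.05.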

Total RNA was extracted from muscle biopsy tissues and labeled. A portion was hybridized to HG-U95Av2 arrays; the remaining supply was frozen and then later hybridized to HG-U133A arrays at the same facility.

### Matching probe sets between U95Av2 and U133A

Although they belong to the same oligonucleotide array platform, the changes from the older version (U95Av2) to the newer one (U133A) were substantial: 1) Main source of probe selection region is different (UniGene Build 95 and 133; for the U133 set, other sequence databases such as dbEST were extensively used for choosing the probe selection region); 2) The number of probe pairs was reduced from 16 to 11 for a single gene; and 3) Probe selection method was improved [25]. The annotation for each probe set in U95Av2 and U133A was obtained from NetAffx Analysis Center (NetAffx annotation files (annotation date: 12/10/2003)) [27]. 

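Of the 12625 probe sets on U95Av2, 67 are controls, 10943 name exactly 1 gene in the annotation used here, 545 name several and 1070 none. The probe sets with 1 gene read 8211 genes, ISG15, LYZ and MYL5 among them.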

According to the annotation information, U95Av2 has 12,625 probe sets, which are annotated by 9,091 UniGene and 8,672 LocusLink identifiers. 

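Of the 22283 probe sets on U133A, 68 are controls, 19065 name exactly 1 gene, 1043 name several and 2107 none. They read 11940 genes, ISG15, LYZ and MYL5 included.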

The newer version U133A consists of 22,283 probe sets annotated by 13,624 UniGene and 12,769 LocusLink identifiers. Here, the UniGene identifier was assigned by matching the representative sequence of each probe set to the UniGene database at the time of annotation. The LocusLink identifier was derived from the matched UniGene record (Annotation Methodology, Affymetrix web site).

For considering variations in the probe sets for the same transcript between different array versions, Affymetrix provides the probe set matching tables for comparative analysis. These matching tables were constructed based on the sequence information of probe sets as follows [21]. First, all possible probe set pairs between two array generations were checked by their similarity in the representative sequence for selection. Among the selected probe set pairs, "Good Match" pairs were chosen by the following criteria: 1) Percent identity between the representative sequences >90%; 2) Length of the representative sequence >100 base pairs (bp); 3) At least one perfect match (PM) probe of one array generation should be perfectly aligned to the probe selection region of the other array generation. In addition, "Best Match" is a subset of Good Match selected by more stringent criteria on the similarity of probe set pairs [21]. Best Match is used in the rest of the paper as it performs better than Good Match in all instances. When there is more than one probe set matching on either or both arrays, we take the average of the measurements.

### BLAT for the alignment of probes

For improving compatibility between U95Av2 and U133A, those probes whose sequence overlapped with any of the probes for the same gene on the other platform were selected. The extent of overlap necessary is described in the Results section. First, all the perfect match (PM) probes were aligned to the coding regions of the genome. Of commonly used short sequence alignment tools such as SIM4 [28], SPIDEY [29], and BLAT [30], we used BLAT (build version 26, available at  as a stand-alone program) because it appears to be more accurate and faster than others for matching short sequences with high sequence identity (more than 90%). BLAT has been used previously for annotating the probe sets of HG-U95Av2 in GeneAnnot system from Weizmann Institute of Science [31]. The alignment was done on the human chromosome sequence Build 34 (July 2003 freeze), available at UCSC Genome Bioinformatics ([32]). We ran BLAT with its default options (-tileSize = 11 -minMatch = 2 -minScore = 30, -minIdentity = 90 -maxGap = 2), without the overused tile file to avoid missing any matches. From the BLAT search result, only the 25-mer perfect alignments were considered for further analysis. All probes aligned to more than two regions in genomic DNA were discarded because of the possibility of cross hybridization. In each matched probe set pair, the overlapping lengths between all the possible PM probe pairings (16 × 11) were calculated.

### Filtering probes by overlapping length

The length of the overlap between probe sequences (1 bp ~ 25 bp) was used as a criterion for choosing probes for comparative analysis. The expression values were recomputed each time using only the selected probes by masking out the other probes from the raw (.cel) files. The values were calculated by the Statistical Expression Analysis Algorithm using Microarray Suite version 5.0 (MAS 5.0) (Affymetrix, Santa Clara, CA) without linear scaling to target intensity. MAS 5.0 is a robust estimator of expression index based on one-step biweight estimation algorithm, considering both perfect match (PM) and mismatch (MM) probes. This algorithm alleviates the problem of unstable expression values to some extent when a fraction of the probes is eliminated in our analysis.

## Authors' contributions

KBH carried out probe set matching, performed BLAT searches as well as statistical analysis, and drafted the manuscript. SWK carried out the raw data processing, performed statistical analysis, and provided input on drafts of the manuscript. SAG participated in the design of the study as well as providing the microarray data set for this study. PJP conceived the original idea of this study, participated in its design and coordination, and wrote sections of the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional File 1 Supplementary material for the paper "Combining gene expression data from different generations of oligonucleotide arrays" Supplementary figures for the paper Click here for file

## Figures and Tables

**Figure 1:**
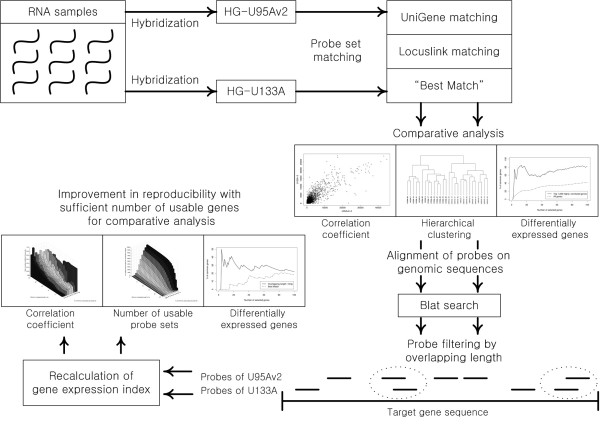
A schematic view of the procedure. The same RNA was hybridized on both HG-U95Av2 and HG-U133A arrays, for 14 samples. Three methods for matching the probes were considered, but the two datasets gave highly inconsistent results in cluster analysis and identification of differentially expressed genes. To improve the comparability in general, probe-level sequence information was exploited. All 25-mer probes were aligned to human genome sequences by BLAT and then filtered based on the length of their overlap with the probes on the other array. New expression indices were calculated using only the selected probes, and this results in higher reproducibility.

**Figure 2:**
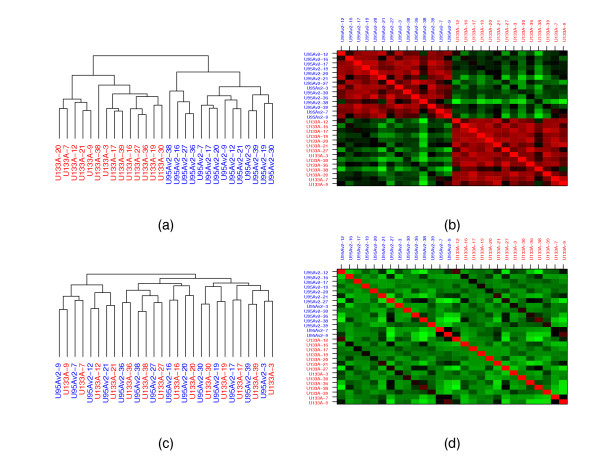
Cluster analysis on the combined dataset from U95Av2 and U133A. (a) The result of hierarchical clustering of 28 samples using the Pearson correlation coefficient as a distance measure. The dendrogram is exactly divided into the two groups representing U95Av2 and U133A, rather than by sample type. (b) The correlation coefficients between every two arrays in the combined dataset. The red (green) color corresponds to a higher (lower) value of correlation coefficient. The bias between U95Av2 and U133A is clearly represented here (upper left and lower right parts of the rectangle). (c) The result of clustering after gene scaling. Each gene expression value was scaled across the samples before combining U95Av2 and U133A datasets. In the dendrogram, the arrays obtained from the same biopsy are now joined together in all cases. (d) The bias between U95Av2 and U133A has clearly disappeared by gene scaling. The dark red diagonals in the upper right and lower left parts denote the high correlation coefficients for the same biopsy hybridized on different arrays.

**Figure 3:**
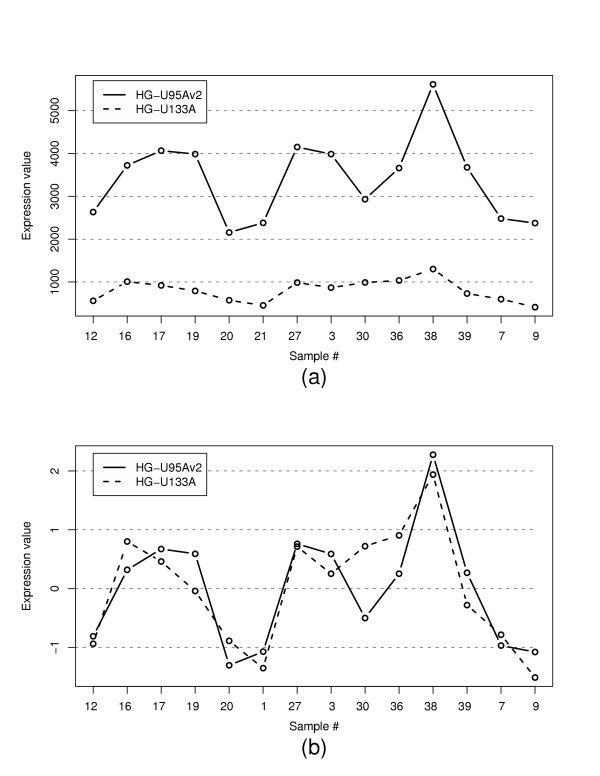
Expression pattern of probe sets for the same gene: 35828_at in U95Av2 and 208978_at in U133A (matched by Affymetrix "Best Match"). (a) The expression patterns before gene scaling. Even though their shapes are somewhat similar, their scales are very different, (b) The expression patterns after gene scaling. After gene scaling, the similarity in the patterns is more clearly visible and these genes have a comparable effect on the clustering of the samples.

**Figure 4:**
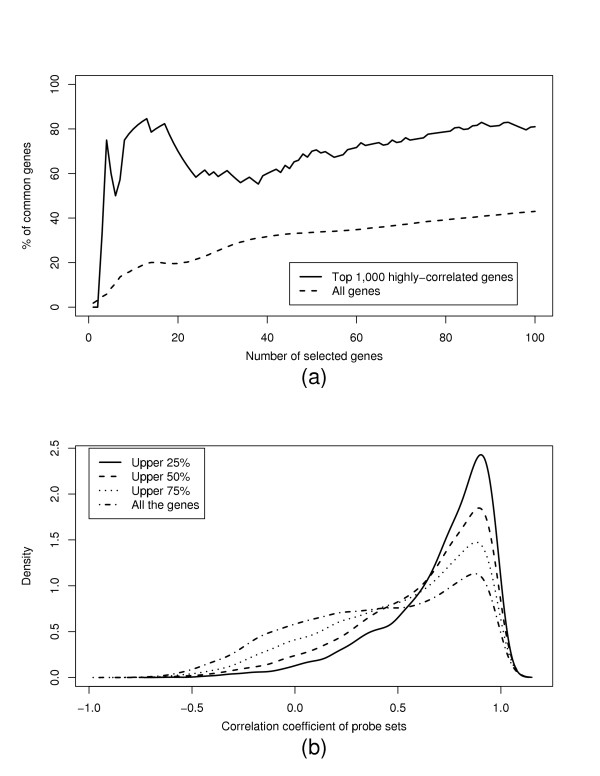
The effect of data filtering on identification of differentially expressed genes and on correlation between array types for the same genes. (a) Percentage of differentially expressed genes common in U95Av2 and U133A datasets. When we considered only the top 1,000 highly correlated genes across U95Av2 and U133A, the overlap between the lists of differentially expressed genes increased dramatically (solid line). For comparison, we show the result without gene selection by correlation (dashed line). For the latter, we subsampled a random gene set of same size repeatedly to eliminate the effect of total size; we also filtered using Present and Absent calls to increase the overlaps. (b) Distribution of the correlation coefficient of probe sets stratified by their mean expression value across U95Av2 and U133A. The density was estimated for upper quartiles using a Gaussian kernel. Filtering by expression values clearly enhances the correlation of probe sets across array types, thus improving the reproducibility in the selection of differentially expressed genes.

**Figure 5:**
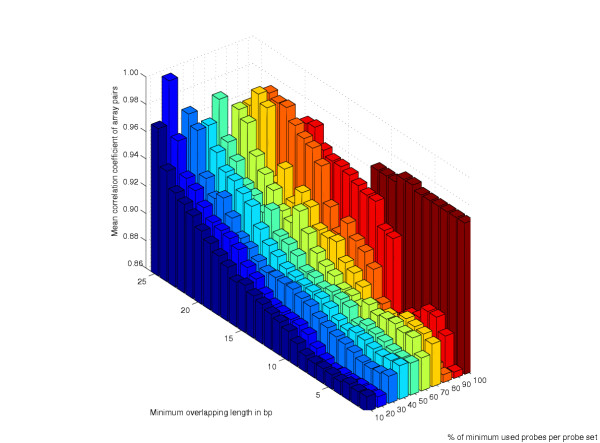
Improvement in the correlation coefficients of array pairs for the same biopsy according to the minimum overlapping length (1 ~ 25 bp) and the percentage of used probes per probe set (10 ~ 100%). The correlation coefficients are the average of 14 arrays pairs. The probes are selected based on sequence overlap, and the probe sets with a sufficient number of such probes are used to recalculate the expression profiles. The correlation is enhanced with increasing number of minimum overlap length and, to a lesser extent, with increasing percentage of probes required for probe set.

**Figure 6:**
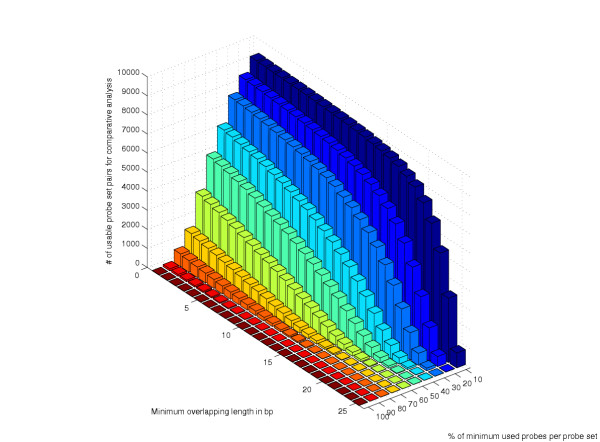
The number of retained probe set pairs for comparative analysis according to the same two criteria as in Figure 5.

**Figure 7:**
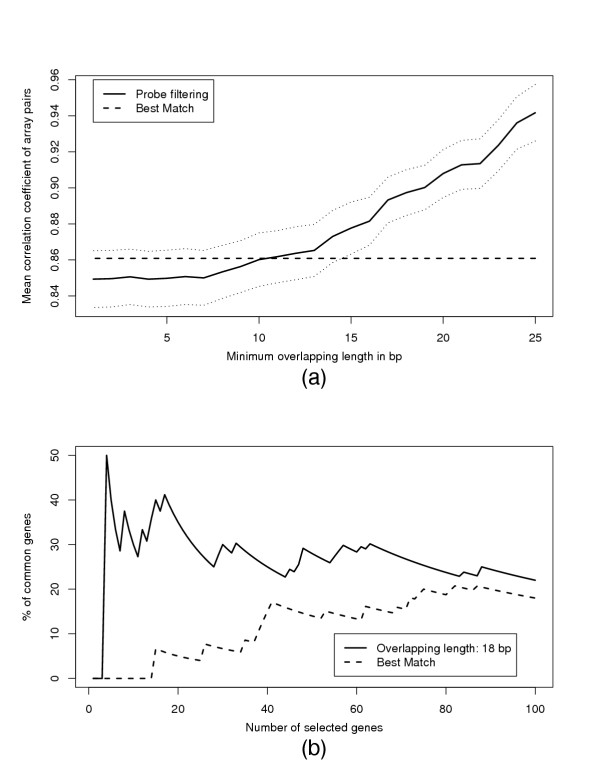
Effect of probe filtering on the comparability between U95Av2 and U133A. (a) We plot the mean correlation coefficient of array pairs from the same biopsy according to the minimum overlapping length used for probe filtering. (standard deviations are drawn as thin dotted line.) Improvement in reproducibility is roughly proportional to the allowed minimum overlapping length. For comparison, the mean correlation coefficient with all 10,507 probe set pairs of Best Match is also drawn (dashed line). For significant enhancement in comparability, the minimum overlapping length should be more than 15 bp. (b) Improvement of reproducibility in the selection of differentially expressed genes (DM vs others). Here, we compare Best Match (10,507 probe sets) with having a minimum overlapping length of 18 bp (9,515 probe sets). The reproducibility was markedly improved by probe filtering, especially for the top ranked genes.

**Figure 8:**
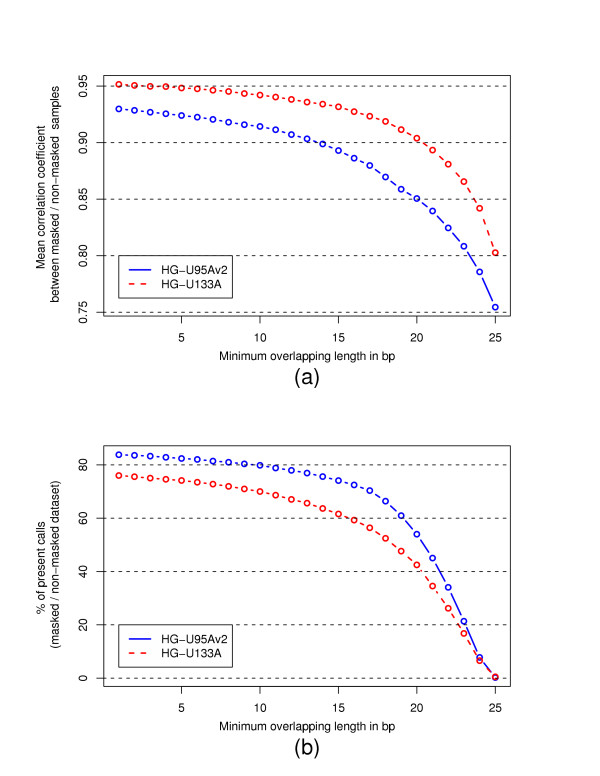
Deviation from the original expression profiles after probe filtering. (a) We compared the modified expression profile of each sample with the original one using the Spearman rank correlation coefficient. The mean correlation coefficient decreases as the minimum overlapping length increases. In addition, the effect of probe filtering is much stronger in U95Av2 than U133A. (b) Percentage of Present calls in the masked dataset compared to the original dataset. It drops down sharply after the minimum overlapping length of around 18 bp.

**Table 1:** Comparison of the methods for probe set matching. In the case of Best Match, the relation of probe sets between U95Av2 and U133A is many-to-one. The Pearson correlation coefficients of array pairs from the same biopsies were calculated and averaged for the assessment of comparability. The main reason for the high comparability of Best Match is the selection of the most appropriate probe set from the multiple matches using sequence information.

	No. of matched probe sets (U95Av2)	No. of matched probe sets (U133A)	No. of unique IDs shared between U95Av2 and U133A	Mean correlation coefficient of array pairs
UniGene IDs	11,596	15,858	8,867	0.832 ± 0.017
LocusLink IDs	11,389	15,666	8,661	0.831 ± 0.017
Best Match	10,507	9,530	9,530	**0.870** ± **0.016**

# Supplementary material for: Combining gene expression data from different generations of oligonucleotide arrays
**Source:** BMC Bioinformatics. 2004 Oct 25;5:159. doi: 10.1186/1471-2105-5-159
**Supplement:** Additional File 1 — Supplementary material for the paper "Combining gene expression data from different generations of oligonucleotide arrays" Supplementary figures for the paper

## **Supplementary Material**

### Combining Gene Expression Data from Different Generations of Oligonucleotide Arrays

Kyu-Baek Hwang, Sek Won Kong, Steve A. Greenberg, Peter J. Park

June 29, 2004

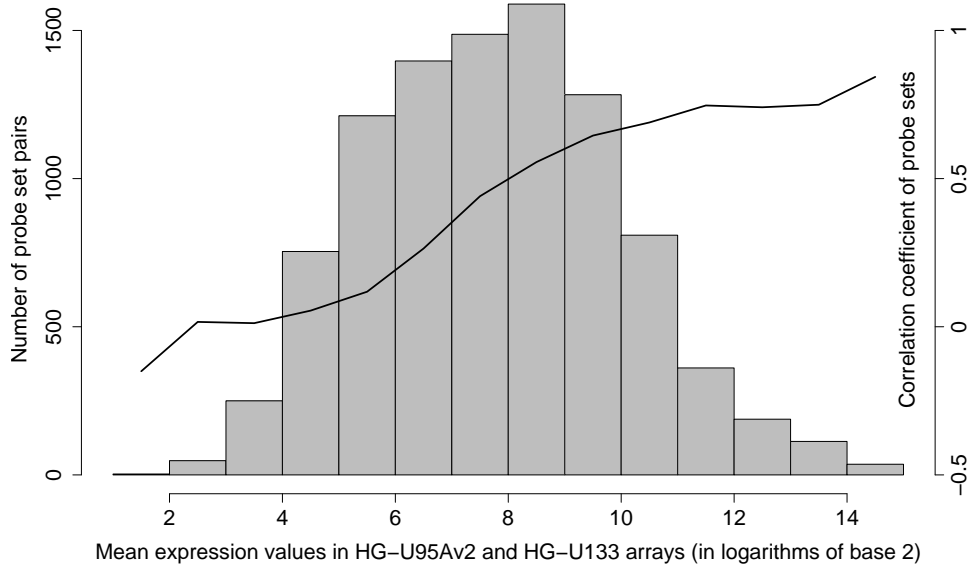

Figure 1: Relationship between average expression value and reproducibility. The histogram shows the distribution of the mean expression values for all genes (averaged across samples) in U95Av2 and U133A in the log scale. There are relatively few genes with very high or low expressions. For each interval, we calculate the correlation coefficient of each matched probe sets across the 14 array pairs and take the average of these correlations. The line indicates that this correlation coefficient increases for larger values of the mean expression level.

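In bins 1 log2 unit wide, the mean gene-wise r on the intensities as deposited was -0.0211 for the 28 genes with a mean log2 level from 1 to 2, 0.201 from 3 to 4 (582 genes), 0.473 from 5 to 6 (1311 genes) and 0.687 from 9 to 10 (590 genes). Above that it was 0.583 from 11 to 12 (120 genes) and 0.334 from 13 to 14, a bin of 20 genes that holds ACTA1 and TTN. On arrays scaled to 1 trimmed mean it was 0.727 from 9 to 10, 0.841 from 12 to 13 and 0.871 from 13 to 14.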

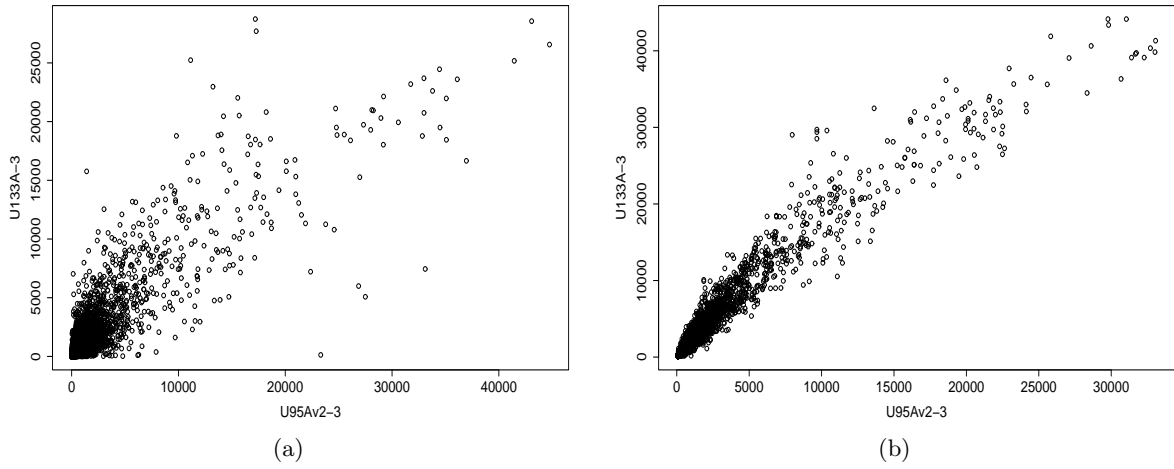

Figure 2: Comparison of probe and probe set values between U95Av2 and U133A. (a) shows the values of *probe sets* matched by the Affymetrix Best Match scheme for Sample 3, displaying a large scatter between the arrays. This particular sample was chosen here because its correlation coefficient is closest to the mean of all the coefficients. (b) shows the PM values of the *probes* that have the same sequences in the two arrays, for the same sample. The number of probes having exactly same sequence across U95Av2 and U133A is 12,258. The reproducibility is much higher with the probes of same sequence (correlation coefficient of 0.964) than Best Match (correlation coefficient of 0.871).

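The biopsy was taken to be the one whose label carries the number the paper gives, which is biopsy 1 in the numbering used here. The array pair of that biopsy, an inflammatory myopathy other than DM, had an r of 0.840 across the 8100 genes matched by Entrez Gene ID, of the 14 the nearest to their mean of 0.838, which is the criterion the paper gives for its choice. Intensities of single probes were not used here.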

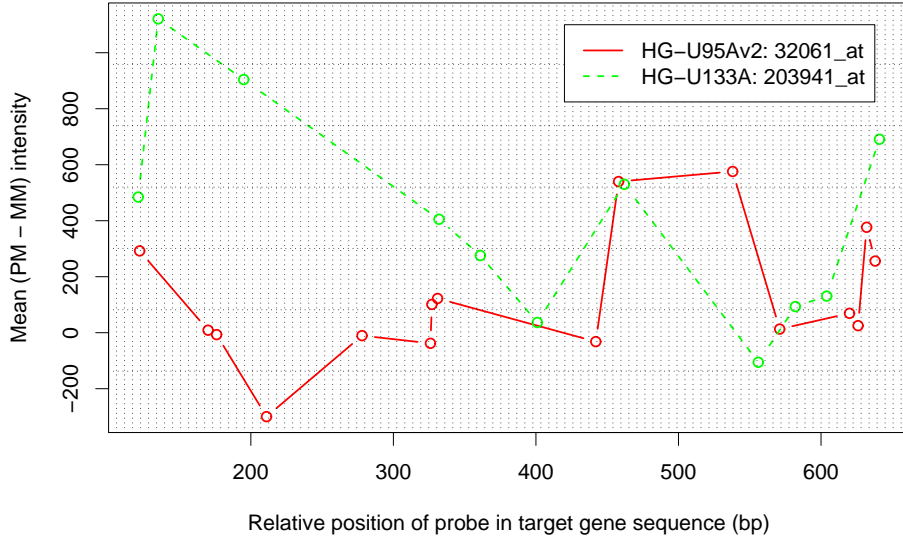

Figure 3: Intensity of each probe according to its position on the target gene sequence. The probe sets 32061\_at in U95Av2 and 203941\_at in U133A are a match according to Affymetrix Best Match. The intensity for each probe is an average across the 14 samples. Although all the probes are supposed to report the abundance of the same transcript, the probe-level intensities are very different depending on their position in the sequence. In the plot, differences in the intensity between overlapped probes are smaller than others. There are four matches between the probes of 32061\_at and 203941\_at with minimum overlapping length of 18 bp. The Pearson correlation coefficient between the expression patterns of 32061\_at and 203941\_at is about 0.386. Through probe filtering with minimum overlapping length of 18 bp, the correlation coefficient increases to about 0.865.

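INTS9, a subunit of the Integrator complex that processes small nuclear RNA, is read by 1 probe set on each array. Its intensity was 76.3 ± 35.6 (SD, 14 biopsies) on U95Av2 and 390.6 ± 149.9 on U133A, a ratio of 0.194 ± 0.0519, and it was higher on U95Av2 in 0 of 14 biopsies. The Pearson r over biopsies was 0.871 (permutation p = 6.00e-04) and the Spearman rho 0.833 (permutation p = 5.00e-04), with 0.810 for r without the 2 biopsies farthest from the median. With the arrays scaled to 1 trimmed mean, the ratio was 0.426 ± 0.0873, r was 0.143 (permutation p = 0.626) and rho 0.125 (permutation p = 0.676). In the same family of 4 the adjusted p was 8.00e-04 for r and 0.00200 for rho on the intensities as deposited. Its log2 fold changes of DM against other myopathies were -0.04 and 0.17.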

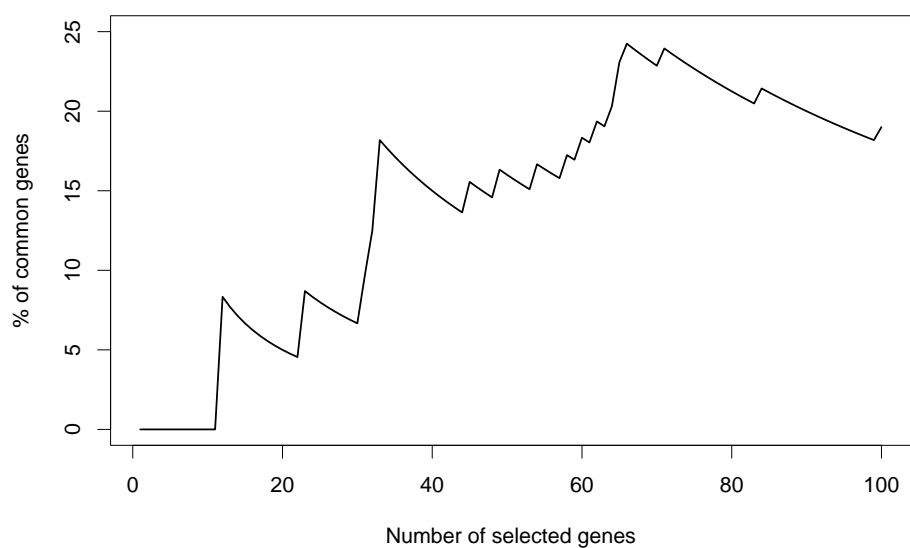

Figure 4: Percentage of differentially expressed genes common in U95Av2 and U133A datasets. The two datasets have a very small number of genes in common by the  $t$ -test. (For this analysis, the probe sets having more than 10 'Absent' calls in either array generations were filtered out and the reminaing 5,381 genes were examined)

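For DM against other myopathies, the methods' t-test on the intensities as deposited shared 3 of 25, 4 of 50 and 11 of 100 genes between the ranked lists of both arrays, from 296 genes at an unadjusted p under 0.05 on U95Av2 and 132 on U133A. On the log2 values it shared 5 of 25, 5 of 50 and 13 of 100 genes.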

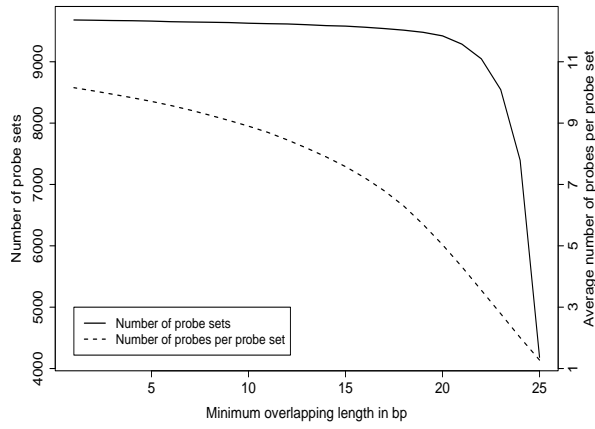

(a) U95Av2

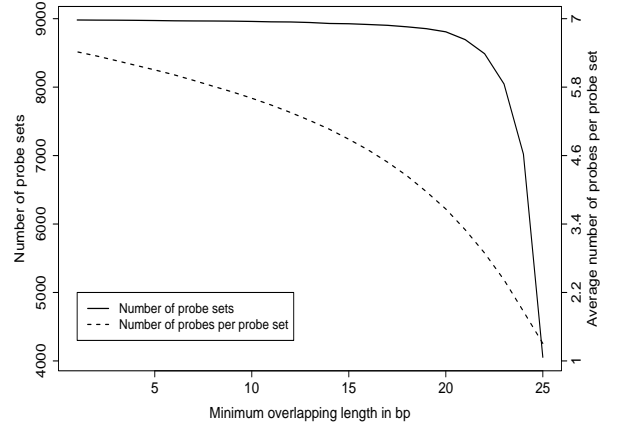

(b) U133A

Figure 5: Variation in the number of usable probe sets (left  $y$ -axis) and the average number of eligible probes per such probe set (right  $y$ -axis) according to the criterion on minimum overlapping length. The usable probe set denotes the one which has at least one selected probe through probe filtering. The number of usable probe sets in each array platform does not vary substantially when the minimum overlapping length is less than 20 bp. After that, it decreases markedly as the criterion becomes more stringent. The average number of usable probes per such probe set decreases at a relatively constant rate as the minimum overlapping length increases.

How the deposited data were processed for this re-analysis (not part of the article)

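Muscle biopsies of 14 patients were measured on 2 Affymetrix array types, so that both arrays of a biopsy hold the same RNA and are paired by biopsy. The deposited tables hold 1 intensity per probe set and array on a linear scale. The paper's methods compute such values with Microarray Suite 5.0 without scaling, and whether these tables were made with the same settings is not stated. All columns of values were mapped to a biopsy through the sample labels (0 were left unmapped), and the classes DM (5) and other myopathies (9) were taken from the labels and the paper.

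Probe sets naming exactly 1 gene by Entrez Gene ID in the platform annotation were used, and probe sets of 1 gene were averaged within an array type, on the linear scale for correlations and on the log2 scale for tests. Control probe sets, XIST, TSIX and Y-linked genes were left out (28 probe sets of such genes on U95Av2 and 52 on U133A), which left 12530 and 22163 probe sets for normalization. Detection calls, Best Match tables, UniGene IDs and probe intensities were not used here, so the filters on probes and on Absent calls were not analysed. Gene names follow the reference annotation, and no coordinates are given because the tables name no genome build.

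Correlations used the intensities as deposited. The same-array and same-biopsy correlations were compared by a sign-flip permutation test over 14 biopsies. Clustering was agglomerative with average linkage and 1 minus Pearson r, and gene scaling set each gene to mean 0 and SD 1 within an array type. Gene-wise r was computed over the 14 biopsies. Correlations over biopsies were tested by permutation with 100000 resamples, and those of list scores between arrays form a family of 16.

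Differences between DM and other myopathies were tested with limma 3.58.1 (lmFit, eBayes with trend) on log2 of the quantile-normalized intensity plus 32, with Benjamini-Hochberg adjustment over 8100 genes and a threshold of 0.05. The DM difference between array types was tested on the within-biopsy difference of log2 values. Gene lists were tested with camera at a preset correlation of 0.01, with an estimated correlation and with fry, adjusted over 16 lists per array type. List scores, the mean of centred log2 values of the members, were compared by two-sided exact permutation tests over 2002 divisions of the 14 biopsies, adjusted over 32 tests, and the division of DM and IBM has 252. The analysis was tested on simulated data, in which limma made 9 false calls on U95Av2 and 6 on U133A beside the added changes. Software was Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, matplotlib 3.10.9 and R 4.3.3.

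The design, the 16 gene lists and the rule for named genes were fixed before the data were examined. The rule names, per array type, the 10 matched genes of largest rise and of largest fall among those past the threshold (none passed), the 4 members of each list with the smallest p on either array type, the genes of the probe set pairs the paper names, the 10 genes with the smallest p for a DM difference that depends on the array type, and, in the upper 25% by expression, the 5 genes of highest and the 5 of lowest gene-wise r and the 5 of highest and the 5 of lowest ratio between arrays among those with r of at least 0.9. Any other gene was chosen after its values were seen.

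Alternatives fixed at the same time were matching by symbol, only genes with 1 probe set on each array, the probe set of highest mean, log2 values, Spearman correlation, the upper 50% by expression, complete and single linkage, intensities as deposited or scaled to a 2% trimmed mean, added constants of 1 and 100, the methods' t-test, DM against IBM alone, a fit without the biopsy block, each control gene alone, and leaving out each biopsy. Chosen later were matching through the same representative sequence, scaled arrays for correlations and for the methods' t-test, covariates for the 3' to 5' ratio and for brightness, and alternatives for the list scores. With 14 arrays per type and a 2.70-fold range of brightness, dim genes are the least precise.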

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

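The tests with the 3' to 5' ratio and with brightness as covariates were chosen after the data had been seen, though before their values for the list scores were, and the comparison with endothelial markers was chosen after the list results. Groups of biopsies were searched for a single value far from the rest, which chance gives in about 5% of groups, or 3.8 of the 76 searched. There were 4. On U95Av2, DM replicate 7 had a log2 3' to 5' ratio of -0.00367, with the next DM biopsy at -0.212. On U133A, the contractile and calcium handling score of DM replicate 11 was -0.208, with the next at 0.0421, and that of replicate 13, an IBM, was -0.506, with the next of the other myopathies at -0.121. The red blood cell score of DM replicate 3 on U133A was 1.35, with the next DM biopsy at -0.0852. The number is what chance gives, and no explanation of these values was tested.

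The mean scores of MHC class II, T cell and NK cell, and macrophage genes were lower in DM than in other myopathies on both arrays, with a combined difference of -0.765 (exact permutation p = 0.0270) on U95Av2 and -0.902 (exact permutation p = 0.0370) on U133A. These p are unadjusted, and the lists were combined after their results had been seen. Over 32 tests of single lists the smallest adjusted exact p was 0.291, limma called 0 of the genes over all genes, and camera with an estimated correlation called none of the 3 lists (adjusted p from 0.255 to 0.338). Array brightness does not account for it, since 104.3% of the difference or more was left with brightness as a covariate. A larger share of muscle fibres, diluting all other cells alike, would also lower endothelial markers. These differed by -0.0157 and -0.0265, and the score minus the endothelial score remained lower with an exact permutation p of 0.00799 and 0.0130. This argues against dilution only if DM leaves endothelial expression itself unchanged, which was not tested. The endothelial mean covers members that moved both ways, such as KDR (0.51 and 0.69) and VCAM1 (-0.52 and -0.76). Adipocyte markers also stayed near 0 (mean -0.02 on each array), while extracellular matrix genes went with the immune lists (medians -0.37 and -0.55; camera adjusted p = 1.07e-04 and 1.72e-06 with the preset and 0.691 and 0.601 with an estimated correlation). RNA quality stays open, though the controls do not show more degraded RNA in DM. A high 3' to 5' ratio marks degradation, and the log2 ratio was lower in DM. It was -0.201 against -0.100 on U95Av2 and -0.275 against -0.185 on U133A, and 0.0577 at most on any array. With the 3' to 5' ratio as a covariate 73.7% of the difference was left on U95Av2 and 63.06% on U133A, at -0.564 (standard error 0.316) and -0.569 (standard error 0.297), which lies between the bounds set for this test (under 50% if the ratio were the cause, at least 80% if not), so the values do not decide. The ratio averages 2 controls, of which ACTB was lower in DM on U95Av2 (-0.379 against -0.115) and GAPDH was not (-0.0236 against -0.0851). Across 14 biopsies the ratio was correlated with the combined score, with a Pearson r of 0.550 (permutation p = 0.0436, adjusted 0.0872) on U95Av2 and 0.725 (p = 0.00258, adjusted 0.0103) on U133A. Spearman rho was 0.613 (permutation p = 0.0226, adjusted 0.0452) and 0.754 (p = 0.00302, adjusted 0.0121), in a family of 4. Without the 2 biopsies farthest from the median, r was 0.418 and 0.650, and within the 9 other myopathies 0.556 and 0.787. Brightness had an r with the score of 0.414 (permutation p = 0.140) and 0.416 (p = 0.138), a rho of 0.473 (p = 0.0903) and 0.459 (p = 0.101), and 0.367 and 0.753 for r without the farthest 2. Within the 9 other myopathies its r was 0.718 and 0.726. Fewer immune cells in DM muscle may also be behind the lower scores, which is an untested hypothesis beside the 63.06% left. Counting immune cells by staining sections of the same biopsies would test it.

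Chance divisions of the 14 biopsies into 5 and 9 were compared with the division into DM and other myopathies. For the number of lists called by camera on both arrays in the same direction, chance cannot be excluded (7 against a highest of 13 in 100 divisions, 36 of which gave as many, the real one included). For genes called on U95Av2 (0 against 1), on U133A (0 against 1), on both (0 against 0), for genes whose difference depends on the array type (0 against 1) and for genes on U133A alone (0 against 2), the real value of 0 is reached in 100 of 100 divisions by construction, so the comparison says nothing. For the genes shared by the lists of 100 it cannot be excluded either (25 against 32, 5 of 100), nor for those within the 1000 best correlated genes (49 against 75, 42 of 100).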

How the results depend on the processing

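Tests with representative sequences, covariates, scaled arrays for the methods' t-test and all settings of the list scores were chosen after the values had been seen. The mean correlation of array pairs ran from 0.740 (Spearman) to 0.851, with 0.786 on log2 values and 0.810 when matched through the same sequence; the cause was not tested. The mean gene-wise r was 0.666 in the upper 50% by expression, which holds fewer dim genes, and 0.393 when matched through the same sequence on scaled arrays (cause not tested). The difference in 3' to 5' ratio between arrays reversed for ACTB alone (0.0772). The difference between same-array and same-biopsy correlation, the 28 arrays on their own side and the 13 to 14 biopsies joined after gene scaling kept their direction in every setting run. The pairing of arrays by biopsy made no difference to the count of genes whose DM difference depends on the array, which was 0 without the block as with it. DM against IBM alone gave 11 genes on U95Av2, 2 on U133A, 1 on both and 1 whose difference depends on the array, where other settings gave 0 on U133A; on U95Av2 the brightness covariate gave 282; the cause was not tested. The genes shared by the lists of 100 were 13, 11 and 15 by the methods' t-test on log2 values, on intensities as deposited and on scaled arrays, and by limma 18 on intensities as deposited, 27 with the probe set of highest mean, 32 for genes with 1 probe set, 34 in the upper 50% by expression, 34 through the same sequence and 36 for DM against IBM alone; the cause was not tested. Camera with an estimated correlation called 0 lists and fry 0. The median of the interferon-induced genes, 0.19 on U95Av2 and 0.24 on U133A, was 0.41 and 0.45 with the 3' to 5' ratio as a covariate and 0.08 and 0.19 with brightness; the cause was not tested. The MHC class II score without normalization was -0.863 (exact permutation p = 0.126) on U95Av2 and -1.21 (p = 0.0699) on U133A; the cause was not tested. T cell and NK cell scores passed on U95Av2 with a constant of 100 (-0.419, exact permutation p = 0.0450) and against IBM alone (-0.912), and no longer on U133A without normalization (-0.812, p = 0.119) or with a constant of 1 (-1.05, p = 0.0539).

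Leaving out 1 biopsy gave 0 to 1 genes on U95Av2 and 0 to 0 on U133A, on both arrays and for the dependence on the array. The 1 gene was MYL5 without DM replicate 14 (log2 fold change -1.81, adjusted p = 0.0447). The lists of 100 shared 18 to 34 genes, and 47 to 59 within the 1000 best correlated. The MHC class II score ranged from -1.19 to -0.915 on U95Av2 and from -1.46 to -1.06 on U133A, the T cell and NK cell score from -0.761 to -0.521 and from -0.954 to -0.670, and the macrophage score from -0.833 to -0.416 and from -0.913 to -0.461. MHC class II lost its exact p under 0.05 on U95Av2 without DM replicate 3 or 4 and on U133A without DM replicate 3, 4 or 7. T cell and NK cell scores gained it on U95Av2 without other replicate 1 or 6 or DM replicate 14, and lost it on U133A without DM replicate 3, 4 or 7 or other replicate 2, 5, 8, 10, 12 or 13. Macrophage scores gained it without DM replicate 14 on both arrays and on U95Av2 without other replicate 1 or 2. Dim genes limit the precision: at a log2 level of 2 to 3 the mean gene-wise r was 0.120 for 198 genes, against 0.680 from 8 to 9.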

Differences from the paper's values

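For the probe set pair of INTS9 the r over 14 biopsies was 0.871, and the paper's value is 0.386. No alternative for it was set before the data were examined. On arrays scaled to 1 trimmed mean, chosen after seeing the values, it was 0.143, within its jackknife standard error of 0.270 of the paper's value. The levels in the paper's Figure 3, read by eye, lie near those of scaled arrays, while its methods name values without scaling to a target, so which of these its gene-wise values rest on is not known. For the array pair of the biopsy shown in Figure 2 of Additional File 1, taken as the one whose label carries the paper's number, r was 0.840 with genes matched by Entrez Gene ID, and the paper's value is 0.871. The paper's stated matching differs (Best Match), no alternative was set for it, and none was run. Here too this biopsy was the nearest of the 14 to their mean r, 0.838, the paper's criterion for showing it.

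Within the 1000 best correlated genes, the lists of 100 shared 49 genes (49%), against about 81% in Fig. 4a, read by eye. Of the alternatives set before the data were examined, the probe set of highest mean (56), the upper 50% by expression (59) and DM against IBM alone (60) come within a factor of 1.5 of it. Matching by symbol (49), genes with 1 probe set (53), intensities as deposited (48), scaled arrays (48), constants of 1 (46) and 100 (53), and the methods' t-test on log2 values (49) and as deposited (51) do not. The methods' t-test on scaled arrays (67) and the 1000 genes taken from scaled arrays (56) do, both chosen after seeing the values, while the same representative sequence (41), the 3' to 5' ratio (44) and brightness (48) as covariates, also chosen after, do not.

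The lists of 15 shared 4 genes, against about 0 in Fig. 7b, read by eye. The methods' t-test on intensities as deposited, set before the data were examined, shares 0. On log2 values it shares 3, and on scaled arrays, chosen after seeing the values, 4.

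Some stated rankings or directions also differ. The paper states an upper limit of 25% for the overlap of lists of 100 or fewer. It used a t-test on Best Match genes after a filter on Absent calls, and neither that match nor that filter was used here. The lists of 15 by limma shared 26.7%, while those of 25, 50 and 100 were within the limit. Lists of 100 passed it with the probe set of highest mean (27), genes with 1 probe set (32), the upper 50% by expression (34) and DM against IBM alone (36), set before the data were examined, and with the same representative sequence (34), chosen after seeing the values. They stayed within it by the methods' t-test on log2 values (13) and as deposited (11), and by limma on intensities as deposited (18), on scaled arrays (24), with constants of 1 (21) and 100 (22) and with matching by symbol (25), set before the data were examined. So they did by the methods' t-test on scaled arrays (15) and with the 3' to 5' ratio (18) or brightness (21) as a covariate, chosen after. It states that every biopsy's arrays cluster together after gene scaling, and 13 of 14 did so by average linkage on the intensities as deposited. Matching by symbol, the probe set of highest mean, Spearman correlation and single linkage gave 13 as well. Complete linkage, log2 values, the upper 50% by expression and genes with 1 probe set, set before the data were examined, gave 14, as did scaled arrays and the same representative sequence, chosen after seeing the values. It states that the overlap is more than doubled in the best correlated genes, set against random subsets of the same size, and in lists of 100 it was not doubled. By limma 49 genes were shared against 37.96 in random subsets (1.29-fold), and by the methods' t-test 49 against 33.9 on log2 values (1.45-fold), 51 against 28.59 on intensities as deposited (1.78-fold) and, chosen after seeing the values, 67 against 38.54 on scaled arrays (1.74-fold). The paper's Fig. 4a, read by eye at lists of 100, gives about 81% against about 43%, which is not doubled either. In shorter lists the methods' t-test on scaled arrays shared 12 of 25 genes against 5.67, which is more than doubled. It shared 5 of 15 against 2.57 and 28 of 50 against 14.59, not quite doubled. With limma 7 of 15 were shared against 3.71, 12 of 25 against 6.6 and 21 of 50 against 16.49, none doubled. The random subsets for the methods' t-test were added after the values had been seen. It states that gene-wise correlation rises with expression level, and on the intensities as deposited it fell from 0.687 at a log2 level of 9 to 10 to 0.334 at 13 to 14, while on scaled arrays it rose to 0.871. The mean gene-wise r of 0.533 is above the paper's value for all genes by more than its jackknife standard error over biopsies, 0.0946, and it was 0.439, closer to it, on scaled arrays, chosen after seeing the values.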

Other observations

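Scores of whole gene lists varied alike over the biopsies on both arrays although single levels differed. The size of the variation could differ in either direction. The SD of the score on U95Av2 and U133A was 0.388 and 0.699 for red blood cell genes, and 0.0700 and 0.0543 for ribosomal protein genes. Both arrays hold the same RNA, so a test against no relation says little. Over the 14 biopsies the list score on U95Av2 and on U133A had a Pearson r of 0.996 for MHC class II, 0.995 for T cell and NK cell markers, 0.994 for interferon-induced, MHC class I and extracellular matrix genes, 0.993 for B cell, 0.990 for regeneration, 0.984 for chemokine, 0.982 for macrophage, 0.977 for oxidative phosphorylation, 0.971 for contractile, 0.968 for endothelial, and 0.953 for red blood cell genes (permutation p = 2.00e-05 each, the smallest that 100000 resamples can give, adjusted 2.46e-05). For these lists Spearman rho was 0.925 or higher (permutation p of 2.00e-05 or, for contractile genes, 4.00e-05), and r was 0.888 or higher without the 2 biopsies farthest from the median. Adipocyte genes had an r of 0.941 and heat shock genes of 0.887 (permutation p = 4.00e-05 each, adjusted 4.27e-05), a rho of 0.890 (adjusted 1.07e-04) and 0.881 (adjusted 9.14e-05), and 0.884 and 0.816 for r without the farthest 2. The lowest were ribosomal protein genes 0.781 (permutation p = 0.00118; Spearman rho 0.767, permutation p = 0.00230; 0.706 for r without the 2 biopsies farthest from the median), in a family of 16 relations.

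Between DM and IBM, 5 biopsies each, more genes were called than between DM and all others together. P2RY14, a receptor for UDP-glucose, was lower in DM by limma on both arrays, with log2 fold changes of -1.91 (standard error 0.270, adjusted p = 0.0447) and -1.71 (standard error 0.234, adjusted p = 0.0489). Also lower on U95Av2 were ADAM8, ADCY7, GPR183, LAT, HLA-DQA1, IL2RG, ITGAM, LYZ (-2.36, and -2.66 on U133A), MATK and SELPLG, and on U133A TRAF3IP3. The calcium-binding S100A4 differed between arrays (-0.42 on U95Av2 and -1.64 on U133A, adjusted p = 0.0192). MHC class II scores were lower in DM by -1.44 and -1.75 and T cell and NK cell scores by -0.912 and -1.11, each with 5 of 5 DM biopsies below every IBM (exact permutation p = 0.00794, the smallest that 5 against 5 can give, adjusted 0.0635). These genes were named after their values were seen.

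The tests of the DM and IBM divisions, of the brightness covariate and of 12 settings by chance divisions, of representative sequences and of genes paired at random were chosen after the results had been seen. For DM against IBM alone, a planned comparison, chance can be excluded by the share of divisions as large, 2 of 100 with the real one included, for U95Av2 (11 genes against 169 in the highest other), for U133A (2 against 146) and for both (1 against 55). A division calling so many genes, several times the real count, points to a structure of the samples. The division that called 169 and 146 was the same on both array types and was that of the diagnoses with 1 DM and 1 IBM biopsy exchanged. The brightness of its groups overlapped on U95Av2 (102.5 to 276.6 and 135.3 to 239.2), and what it follows was not identified. The other divisions had a median of 0 genes, so even counts as small as 1 and 2 reach this share. The share therefore says little about the diagnosis as the source of the calls.

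With brightness as a covariate, limma called 282 genes on U95Av2 (77 higher and 205 lower in DM) and 0 on U133A, where 202 of the 282 had an unadjusted p under 0.05 in the same direction. In this setting, picked for its count, 1 of 100 divisions, the real one, reached 282, with 1 gene in the highest other. With the largest count over 12 settings of limma taken in each division, 3 of 100 reached 282 on U95Av2, the real one included, so chance can be excluded by that share, but the highest other division called 1325, which points to a structure of the samples. On U133A the real division called 0 in all 12 settings, and the highest other 1559. The lower genes included 7 of 12 MHC class II, 10 of 21 macrophage and 5 of 32 T cell and NK cell genes. The leukocyte gene LSP1 led with a log2 fold change of -1.37 (standard error 0.163, adjusted p = 0.00226). The count depends on single biopsies, with 80 without DM replicate 11 or without other replicate 10, 102 without DM replicate 3, 125 without DM replicate 7, 136 without other replicate 12, 156 without other replicate 13, 173 without other replicate 8 and 344 without other replicate 9. On U133A it was 172 without DM replicate 14, 4 without other replicate 1 and 0 without any other. The covariate was chosen among others after the data were seen, and 1 array type alone passed.

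Many bright genes had a gene-wise r far from 1. Among the 2025 genes in the upper 25% by expression, on scaled arrays, the mean r was 0.558, 0.631, 0.752 and 0.861 in 4 groups of equal size, from the least to the greatest spread between biopsies, a difference of 0.303. This is consistent with little variation of a gene between the biopsies as one source of a low r. Whether probe sets of different sequence matched through 1 gene contribute stays open. Genes matched through the same representative sequence had a mean r that differed by -0.033 from that of all matched genes, but their probes can lie on different stretches of it, and the paper reports higher correlation for probes of overlapping sequence.

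The mean gene-wise r was higher on the intensities as deposited than on scaled arrays. Brightness shared by both arrays of a biopsy may be the source. Genes paired at random between arrays had a mean r of 0.328 on the intensities as deposited and 0.00045 on scaled arrays. No biological explanation of this difference was tested.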
